# *Bmi1* controls auditory sensory epithelial cell proliferation through genome-wide H3K27me3 modifications

**DOI:** 10.1186/s13072-025-00642-1

**Published:** 2025-11-19

**Authors:** Xiaoling Lu, Yunzhong Zhang, Ruofei Dai, Kunkun Wang, Fei Lan, Huiqian Yu, Liping Zhao, Renjie Chai, Shan Sun

**Keywords:** *Bmi1*, H3K27me3, Histone modification, Inner ear, Cell proliferation, Hearing loss

## Abstract

**Background:**

Bmi1, a key component of the Polycomb repressive complex 1, plays a critical role in regulating gene expression by modulating chromatin structure. Its depletion is known to cause hair cell loss in the neonatal mouse cochlea. This study aimed to investigate the epigenetic mechanisms and transcriptional consequences of Bmi1 depletion in the neonatal auditory sensory epithelium.

**Results:**

Analysis of neonatal Bmi1 knockout mice using H3K27me3 chromatin immunoprecipitation sequencing, assay for transposase-accessible chromatin sequencing, and RNA sequencing revealed significant transcriptional alterations, particularly in genes governing cell proliferation, senescence, and death. *Bmi1* depletion resulted in widespread gene upregulation and increased chromatin accessibility, which correlated with reduced H3K27me3 enrichment. Notably, expression of *Cdkn2c*, a key cell cycle regulator, was significantly upregulated. Inhibition of *Cdkn2c* rescued the proliferative capacity of inner ear epithelial cells in Bmi1 knockout mice.

**Conclusions:**

These findings demonstrate that Bmi1 maintains transcriptional repression and chromatin state in the developing cochlea, primarily through H3K27me3 deposition. Depletion disrupts this control, leading to *Cdkn2c* overexpression and impaired cell proliferation. This identifies *Cdkn2c* and its regulatory pathway as potential therapeutic targets for hearing loss associated with hair cell depletion.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-025-00642-1.

## Background

The inner ear hair cells are specialized mechanosensory cells crucial for both auditory and balance functions, and their loss is the leading cause of hearing and balance impairment [1]. While advancements have been made in understanding the signaling pathways and master regulators involved in sensory progenitor cell proliferation and differentiation, the molecular and epigenetic mechanisms governing the formation, maintenance, and regeneration of the auditory system remain poorly understood. This knowledge gap is partly due to the limited availability of inner ear cells and the restricted regenerative capacity of hair cells, particularly in adult organisms.

Polycomb group (PcG) proteins are transcriptional repressors that play a vital role in maintaining appropriate gene expression patterns during development [2]. There are two distinct complexes within the PcGs: the polycomb repressive complex 1 (PRC1) and the polycomb repressive complex 2 (PRC2) [3–5]. The most widely studied polycomb repressive complexes are PRC1 and PRC2. While PRC1 mono-ubiquitylates lysine 119 on histone H2A (H2AK119ub1) through its catalytic subunit RING1A or RING1B ubiquitin ligase, the core subunits of PRC2 catalyze mono-, di-, and trimethylation of lysine 27 on histone H3 [6].

B cell-specific Moloney murine leukemia virus integration site 1 (Bmi1), as a member of the PRC1, plays a critical role in gene regulation through its involvement in histone modifications [7–13]. Loss of *Bmi1* impairs self-renewal in various stem cell populations, including neural, hematopoietic, and intestinal stem cells, resulting in decreased stem cell numbers [11, 14–16]. Conversely, overexpression of *Bmi1* enhances the self-renewal capacity of hematopoietic and neural stem cells [17–21]. Despite these insights, the specific target genes and regulatory pathways through which *Bmi1* functions in the inner ear remain largely unknown.

In our previously studies, we demonstrated that the loss of *Bmi1* has a significant impact on supporting cell proliferation in the neonatal mouse organ of Corti (OC) following neomycin-induced damage [22]. *Bmi1* deficiency impairs the sphere-forming capacity of supporting cells in the OC and reduces the number of sensory epithelial cells [22]. Given Bmi1’s well-established role in epigenetics, we hypothesized that its function in the auditory sensory epithelium is mediated by epigenetic regulation of gene transcription, which could influence hair cell regeneration.

To test this hypothesis, we investigated the impact of *Bmi1* deficiency on the proliferation of auditory sensory epithelium in neonatal mice. We employed ChIP-seq to examine H3K27me3 modifications, ATAC-seq to assess chromatin accessibility, and RNA-seq to analyze transcriptional changes in *Bmi1*^−/−^ auditory sensory epithelial cells. Our study revealed significant transcriptional alterations, a marked reduction in H3K27me3 enrichment, and increased chromatin accessibility, all of which were associated with elevated gene expression including *Cdkn2c*. These findings provide new insights into the epigenetic mechanisms by which *Bmi1* influences auditory cell fate, shedding light on its role in auditory organ development and tissue morphogenesis.

## Methods

### Experimental model details

#### Animals

*Bmi1*^+/−^ mice (FVB.129P2-Bmi1^tm1Brn^/MvlJ, Strain #:024584) were backcrossed 10–12 times into a C57BL/6 J background and then were mated to generate *Bmi1*^−/−^, *Bmi1*^±^, and WT mice (littermates) [23]. All animal experiments were approved by the Animal Care and Use Committee of Fudan University and were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals (No. 202405024Z). The initiation of this study dates back to 2016. Due to the low fertility of the transgenic mice, the experimental progress was slow, and it took nearly 10 years to complete the study to ensure the collection of the minimal required cell counts, as the inner ear contains very few cells. All efforts were made to reduce the number of animals used and to minimize their suffering.

### Methods details

#### Cell dissociation and sphere-forming culture

For each experiment, the OC were dissected from WT, *Bmi1*^±^, and *Bmi1*^*−/−*^ P2 neonatal mice. Each OC was carefully extracted from the cochlea with the anlage of the stria vascularis, the modiolus, and the tectorial membrane removed. All OCs were collected in phosphate-buffered saline (PBS; pH 7.4) on ice and incubated with 0.125% trypsin/EDTA (Invitrogen, Carlsbad, CA, USA) in PBS for 8 min at 37 °C. The enzymatic reaction was stopped by adding trypsin inhibitor (Serva, Heidelberg, Germany) and DNaseI solution (Invitrogen) in Dulbecco’s modified Eagle’s medium (DMEM)/high glucose and F12 media (mixed 1:1, DMEM/F12; Invitrogen). The cells were triturated carefully with plastic pipette tips (epTIPS Filter 20–300 μl; Eppendorf, Hamburg, Germany), and the cell suspension was passed through a 40-um cell strainer (BD Labware, San Jose, CA, USA).

For sphere culture, the cell suspensions were diluted to 20 cells/µl in Costar ultra-low attachment dishes (Coster, 3599) (Corning, NY, USA) with DMEM/F12 culture medium supplemented with N2 and B27 (Invitrogen) (Gibco, Thermo Fisher Scientific), EGF (20 ng/ml), bFGF (10 ng/ml, R&D Systems, Minneapolis, MN, USA), IGF-1 (50 ng/ml, R&D Systems), heparin sulfate (50 ng/ml, Sigma-Aldrich, St. Louis, MO, USA), and ampicillin (100 μg/mL, Sigma-Aldrich, St. Louis, MO, USA). Half of the culture medium was replaced every 48 h.

For the cell differentiation assay, the cell suspensions were cultured with a density of 50 cells/μl onto laminin-coated tissue culture plates (Greiner 35/10 mm four-well tissue culture dishes) using DMEM/F12 medium with N2, B27, and ampicillin without growth factors for an additional 7 days. EdU (10 μM, Invitrogen) was added during the culture to label the dividing cells. Immunofluorescence assays were conducted to analyze the types of differentiated cells 7 days after plating.

For the sphere differentiation assay, the spheres were cultured in sphere culture medium for 5 days and then transferred into laminin-coated tissue culture plates using DMEM/F12 medium with N2, B27, and ampicillin without growth factors for an additional 7 days. EdU (10 μM, Invitrogen) was added during the differentiation culture phase to label the dividing cells. Immunofluorescence assays were conducted to analyze the types of differentiated cells 7 days after plating.

### Western blot analysis

Total protein of the cochleae was isolated with RIPA (Beyotime) lysis buffer supplemented with PMSF (Beyotime). Protein concentrations were measured using a BCA protein assay kit (Beyotime), and proteins were separated on a BeyoGel™ Plus Precast PAGE Gel for Tris-Gly System (Beyotime) and transferred onto polyvinylidene difluoride membranes (Beyotime). The membranes were blocked with 10% nonfat dried milk in Tris-buffered saline with Tween 20 (TBST, 50 mM Tris–HCl (pH 7.4), 150 mM NaCl, and 0.1% Tween 20) for 1 h at room temperature and then blotted overnight with primary antibodies at 4 °C. The primary antibodies were as follows: Mouse anti-Cdkn2c/ p18^INK4C^ (1:1000 dilution) (Santa Cruz Biotechnology), Rabbit anti-GAPDH (HRP conjugated) (1:2000 dilution) (Abmart) (Supplementary Table 1).

### Genotyping and RT-qPCR

Total RNA was extracted from the cochlea with the anlage of the stria vascularis, the modiolus, and the tectorial membrane removed using TRIzol (Ambion). cDNA synthesis and qPCRs were performed with the PrimeScript™ II 1st Strand cDNA Synthesis Kit (Takara) and TB Green™ Premix Ex Taq™ II (Takara). Each PCR was carried out in triplicate, and the relative quantification of gene expression was performed using the ΔΔCT method with *Gapdh* as the endogenous reference. Primer pairs were designed using the online Primer3 software, and sequences are provided in Supplementary Table 1.

### Auditory brainstem response

Auditory brainstem response (ABR) thresholds were measured in anesthetized mice (100 mg/kg ketamine and 25 mg/kg xylazine sodium, i.p.) using a TDT System 3 (Tucker-Davis Technologies, Gainesville, FL, USA). Measurements were conducted in WT and *Bmi1*^*−/−*^ mice at P30, with thresholds assessed at four frequencies: 8, 16, 24, and 32 kHz.

### siRNA silencing

Spheres were transfected during the final stage of suspension sphere culture. Transfections were performed using 200 nM siRNA targeting *Cdkn2c* or a non-targeting control siRNA, both obtained from Sangon Biotech (Supplementary Table 1). The transfection was facilitated by Starvio siRNA transfection reagent (Starvio; Shanghai, China) and conducted in accordance with the manufacturer's protocol. The spheres were incubated with the transfection mixture for 24 h. To assess the efficiency of the siRNA transfection, quantitative real-time PCR (qRT-PCR) experiments were conducted 24 h after the completion of the transfection process.

### Immunofluorescence

Tissues/cells were fixed for 20 min at room temperature with 4% paraformaldehyde and then washed with PBS. Tissues/cells were blocked in blocking solution consisting of 10% donkey serum and 1%/0.1% Triton-X100 in PBS for 1 h. Incubation with primary antibodies that were diluted in blocking solution was performed overnight at 4 °C. The corresponding primary antibodies were as follows: rabbit anti- Myosin VIIa (1:500 dilution; Proteus Biosciences, Ramona, CA, USA), goat anti-Sox2 (1:500 dilution, Santa Cruz Biotechnology, Dallas, TX, USA), mouse anti-p18^INK4C^ (1:500 dilution; Santa Cruz Biotechnology, Dallas, TX, USA), mouse anti-Histone H3 (tri methyl K27) (1:500 dilution; Abcam, Cambridge, UK) and anti-Caspase3 (1:500 dilution; Abcam, Cambridge, UK). The following day, tissues /cells were rinsed with PBS and then incubated with Alexa Fluor 488–, 594–, and/or 647–conjugated secondary antibodies (Jackson Immuno Research, West Grove, PA, USA) at 1:500 dilution for 1 h at room temperature. Nuclei were labeled with 4, 6-diamidino-2-phenylindole (DAPI; 1:1000 dilution; Invitrogen, Carlsbad, CA, USA) for 20 min at room temperature (Supplementary Table 1). After washing with PBS, tissues/cells were mounted in antifade fluorescence mounting medium and cover slipped. Specimens were examined by confocal fluorescence microscopy (Leica SP8, Heidelberg, Germany).

### RNA-sequencing and analysis

Total RNA was extracted from six OCs per sample using the AllPrep DNA/RNA/Protein Mini kit (QIAGEN). Three independent biological replicates were performed for each genotype (WT and *Bmi1*^−/−^ P2 neonatal mice). The double-strand cDNA was synthesized from the total RNA LT Sample Prep Kit v2 (Illumina). Illumina adapters were ligated to the cDNA molecules after end repair, and the ligated cDNA was cleaned up with AmpureBeads (Beckman). The library was amplified using 10 cycles of PCR for the enrichment of adapter-ligated fragments, and transcriptome sequencing was carried out with an Illumina-Hiseq2500 system (Illumina).

Preliminary processing of raw reads was performed using Casava 1.8 (Illumina), and adapters and low-quality bases were trimmed using trimmomatic (version 0.23). Trimmed reads for each sample were aligned to the *Mus musculus* UCSC mm10 genome using Hisat2, and aligned reads were counted with HTseq [24] according to UCSC mm10 annotation. Differential expression analysis between conditions was performed using the DESeq2 R package [25], and genes with an adjusted p-value (padj) < 0.05 and fold change > 1.5 were considered to be differentially expressed. GO analysis of significantly differentially expressed genes was performed with DAVID (http://david.abcc. ncifcrf.gov/home.jsp). The Pheatmap R package was used to generate heatmaps, and protein–protein interaction network analysis of differentially expressed genes in the Hippo, Notch, and Wnt signaling pathways was performed using STRING software (Figure S3).

### ATAC-sequencing and analysis

OCs from WT and *Bmi1*^*−/−*^ P2 neonatal mice were dissected separately. Ten mice (20 cochleae) from each group were pooled and then subjected to sequencing. Nuclei isolation was performed using lysis buffer containing 10 mM Tris–HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl2, and 0.1% IGEPAL CA-630. The ATAC-seq library preparation was conducted using the Hyperactive ATAC-Seq Library Prep Kit for Illumina (Vazyme, TD711) following the manufacturer's protocol. Each sample consisted of 2 × 10^4^ cells.

Cells were washed with 500 μl PBS and centrifuged at 500 × g for 5 min at room temperature. The cell pellets were then resuspended in 50 μl of cold lysis buffer and incubated on ice for 10 min to isolate the nuclei. After centrifugation at 500 × g at 4 °C for 5 min, the nuclei were subjected to a transposition reaction by incubating with 50 μl Tn5 transposome/Transposition reaction mix at 37 °C for 30 min. During this step, Tn5 transposase simultaneously fragmented the DNA and inserted adapters into open chromatin regions.

The tagmented DNA was purified using VAHTS DNA Clean Beads to remove proteins and other impurities. The purified DNA underwent two washes with 200 μl of fresh 80% ethanol and was eluted in 26 μl of nuclease-free water. PCR amplification was performed to enrich the adapter-ligated DNA fragments. The amplification protocol consisted of 72 °C for 3 min; 95 °C for 3 min; 14 cycles of 98 °C for 10 s, 60 °C for 5 s, and 72 °C for 1 min; followed by a hold at 12 °C. The amplified library was further purified using VAHTS DNA Clean Beads, washed twice with 80% ethanol, and eluted in 22 μl of nuclease-free water.

The ATAC-seq libraries were sequenced on an Illumina NovaSeq 6000 platform with paired-end 150 bp reads. Low-quality bases and adapter sequences were removed, and the data were quality-controlled using FastQC software. The quality-controlled reads were mapped to the reference genome using BWA-MEM software. Peak calling was performed with MACS2. To account for differences in sequencing depth and library complexity between samples, read counts were normalized. Specifically, we used the bamCoverage function from the Deeptools suite to generate normalized bigWig files from the alignment (BAM) files, using reads per genomic content (RPGC) normalization. The peaks were annotated by associating them with their nearest gene elements using HOMER software. Functional enrichment analysis of the peak-associated genes was then conducted using databases such as Gene Ontology (GO) and KEGG (Figure S3).

### ChIP-Sequencing and analysis

Twenty OCs from WT and *Bmi1*^−/−^ P2 neonatal mice were separately pooled and sonicated to shear crosslinked chromatin. The chromatin extract was then incubated with anti-H3K27me3 (Abcam) overnight at 4 °C followed by the addition of Protein A/G Dynabeads (1:1, Invitrogen). Immunoprecipitated complex was eluted from the beads and de-crosslinked, and chromatin was purified using the MinElute PCR Purification Kit (Qiagen). Purified DNA was used to prepare ChIP-seq DNA libraries for Illumina sequencing.

Raw ChIP-seq reads were trimmed using the trimmomatic tool [26] and then aligned to the *Mus musculus* UCSC mm10 genome using Bowtie2. Duplicated reads were removed, and only uniquely mapping reads were retained for further analysis. The MACS2 (version 2.1.1) callpeak algorithm was used to identify regions of ChIP-seq enrichment over background. To ensure comparability between samples, we normalized for sequencing depth. Normalized signal tracks (bigWig files) were generated from the alignment files using the bamCoverage function in Deeptools with reads per genomic content (RPGC) normalization. Only differential binding peaks with fold change ≥ 1.5 and FDR < 0.05 were used for further study. A correlation heatmap based on the affinity scores for ChIP-seq samples was also plotted using the Pheatmap R package with the default settings.

Deeptools was used to normalize all genes of the two sets of data according to the gene length and to calculate the average signal values of all genes at each site within the range of 3 kb upstream and 3 kb downstream of the transcription start site (TSS). DEGseq was used to analyze the differences in peaks between the two groups of data, and Deeptools was used to calculate the signal values of all peaks at each site in the normalized difference peak region, and a heat map was drawn (Figure S2).

### Multiomic data processing

We conducted differential analysis on RNA-seq, ATAC-seq, and ChIP-seq datasets using edgeR in R. Features were considered significant if they met the criteria of |log2FC|≥ 0.25 and p-value < 0.01. For the key differentially expressed genes identified from RNA-seq analysis, we performed transcription factor enrichment analysis using TRUST. The results from these analyses were then integrated to construct a regulatory network. We utilized Cytoscape for network visualization, where genes and transcription factors were represented as nodes, and regulatory relationships as edges.

The transcriptomic sequencing data, chromatin immunoprecipitation (ChIP) sequencing data, and assay for transposase-accessible chromatin (ATAC) sequencing results have been deposited in the Gene Expression Omnibus (GEO) database. These datasets are accessible under the following GEO accession numbers: GSE279539 (ChIP sequencing), GSE279541 (transcriptomic sequencing), and GSE279758 (ATAC sequencing).

### Quantification and statistical analysis

All data were statistically analyzed using GraphPad Prism. The significance of the differences between two groups was calculated by unpaired Student’s* t*-test (two-tailed). *P* < 0.05 and *P* < 0.01 were considered statistically significant and highly significant, respectively. All data are presented as the mean ± S.E.M.

## Results

### Impaired sphere-forming capability in ***Bmi1***^−/−^ sensory epithelial cells

Previous studies have demonstrated that the auditory sensory epithelium of the inner ear harbors progenitor cells capable of forming spheres with stem cell-like properties [27–30]. To characterize the role of *Bmi1* in this context, we utilized postnatal *Bmi1*^−/−^ transgenic mice and wild-type (WT) mice. Cell suspensions from the OC explants were cultured in vitro (Fig. 1A). Consistent to our previous findings [22], Our results (Fig. 1B–D) reveal a significant reduction in both the number and size of spheres formed from *Bmi1*^*−/−*^ progenitors compared to WT controls and *Bmi1*^±^ *group*, indicating that *Bmi1* deficiency hampers the proliferation of sensory epithelial cells in vitro. Specifically, the average sphere counts were 154 ± 31.2 for WT (n = 5), 154 ± 26.2 for *Bmi1*^±^ mice (n = 5), and 78 ± 35.9 for *Bmi1*^*−/−*^ mice (n = 5) with each group starting from 20,000 cells respectively. Furthermore, sphere diameters averaged 58 ± 4.2 µm in WT (n = 20), 53 ± 3.4 µm in *Bmi1*^±^ mice (n = 20), and 40 ± 2.6 µm in *Bmi1*^−/−^ (n = 20), highlighting a marked reduction in sphere size due to *Bmi1* deficiency.

**Fig. 1:**
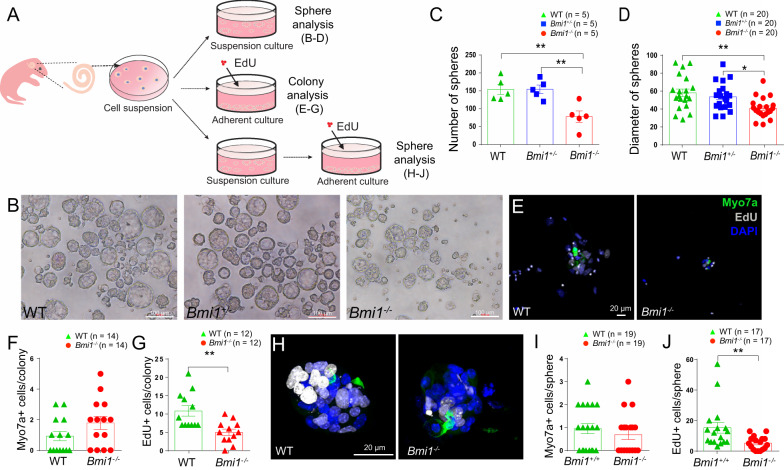
Bmi1 deficiency impairs sphere-forming capability in the organ of Corti (OC). **A** Experimental procedure for sphere formation and differentiation culture. **B** Representative images of spheres derived from dissociated P2 neonatal WT, *Bmi1*^±^, and *Bmi1*^*−/−*^ OC after 5 days of suspension culture. Scale bar = 100 μm. **C**, **D** Fewer and smaller spheres were observed in *Bmi1*^−/−^ OC compared to WT and *Bmi1*^±^ group. **E** Immunofluorescence staining of differentiated and proliferating cells derived from WT and *Bmi1*^−/−^ colonies. **F** The number of Myosin VIIa + cells (hair cells) showed no significant difference in WT and *Bmi1*^−/−^ colonies. **G** The number of EdU + cells (proliferating cells) were significantly decreased in *Bmi1*^−/−^ colonies when compared with WT. **H** Immunofluorescence staining of differentiated and proliferating cells generated from WT and *Bmi1*^−/−^ spheres. **I** The number of Myosin VIIa + cells showed no significant difference in WT and *Bmi1*^−/−^spheres. **J** The number of EdU + cells were significantly decreased in *Bmi1*^−/−^ spheres when compared with WT. Myosin VIIa labels hair cells in green. EdU labels proliferating cells in gray. DAPI labels cell nuclei in blue. Data are presented as Mean ± S.E.M. *p < 0.05, **p < 0.01. "n" represents the number of biological replicates analyzed

To investigate whether *Bmi1*-deficient auditory sensory epithelial cells could differentiate into hair cells, we cultured cell suspension from the OC at a density of 50 cells /μl on laminin-coated plates under adherent conditions, adding EdU to label proliferating cells (Fig. 1A). After 7 days, the cells were immunostained with Myosin VIIa and Sox2, markers for hair cell and supporting cell, respectively. Our analysis indicated no significant difference in the number of Myosin VIIa + cells between WT and *Bmi1*^−/−^ colonies (0.9 ± 0.3 (n = 14) in WT and 1.8 ± 0.4 (n = 14) in *Bmi1*^−/−^); however, *Bmi1*^−/−^ colonies exhibited a significant decrease in proliferating EdU + cells compared to WT (10 ± 1.4 EdU + cells per WT sphere (n = 12) vs. 5 ± 0.8 EdU + cells per *Bmi1*^−/−^ sphere (n = 12), **p < 0.01, Figs. 1E–G).

Further investigations were conducted by transferring spheres cultured for 5 days in non-adherent conditions to laminin-coated 4-well dishes in serum-free adherent conditions for an additional 7 days, with continued EdU exposure (Fig. 1A). Post-cultured, cells were immunostained with Myosin VIIa. While the number of Myosin VIIa + cells was comparable between the two groups (the number of Myosin VIIa + cells per colony in WT and *Bmi1*^*−/−*^ spheres were 0.9 ± 0.2 (n = 19) and 0.68 ± 0.2 (n = 19); Fig. 1H–I), *Bmi1*^−/−^ spheres showed a significantly reduced number of EdU + proliferating cells compared to WT (15 ± 3.5 EdU + cells per WT sphere (n = 17) vs. 5 ± 1.0 EdU + cells per *Bmi1*^*−/−*^ sphere (n = 17), **p < 0.01, Fig. 1J).

In our preliminary results, we found that the inner ear's OC in newborn Bmi1 knockout mice contains both hair cells and supporting cells [22], which is consistent with the results from the sphere-forming experiments in vitro. These findings indicate that *Bmi1* deficiency does not affect the differentiation of hair cells from progenitors, it significantly reduces the proliferative capability of sensory epithelial cells in the inner ear, which could be one of the reasons for the hearing loss observed in Bmi1 knockout mice and the apoptosis of hair cells in adult mice (Figure S1). This prompt further investigation into the role of Bmi1, particularly its involvement in histone modification, such as the characteristics of H3K27me3 [12, 31, 32] and gene expression regulation within the inner ear.

### Gene expression profile in cochleae of *Bmi1*^−/−^ mice

To investigate the impacts of Bmi1 knockout on gene expression, RNA sequencing was conducted on the OC from both WT and *Bmi1*^*−/−*^ P2 neonatal mice. Principal component analysis (PCA) of the RNA-seq data revealed that the first principal component (PC1/Dim1) explained 54% of the total variance between the WT and *Bmi1*^*−/−*^ cochleae, illustrating distinct genomic responses to *Bmi1* deficiency (Fig. 2A). In the comparative analysis to WT mice, the *Bmi1*^*−/−*^ group exhibited elevated expression level in 498 genes and decreased expression level in 53 genes (Fig. 2B). This indicated that the changes in gene expression caused by *Bmi1* gene knockout were mainly characterized by upregulation of expression. Figure 2C displayed the heatmap of the top 25 most significantly differentially expressed genes, showing distinct expression patterns between WT and *Bmi1*^*−/−*^ groups. The top 25 upregulated genes in Bmi1 KO versus WT groups—including *Spag6, Tbx15, Cdkn2c*, and *Reln*—are functionally implicated in cell-cycle regulation, neural development, ion transport, and epigenetic modulation (Supplementary Table S2). GO analysis of these up-regulated genes underscored their roles in processes such as neurotransmitter transport, regulation of neurogenesis, regulation of cell growth and negative regulation of nervous system development (Fig. 2D–G). GO analysis of down-regulated genes underscored their roles in processes such as multicellular organismal response and sodium ion transmembrane transport (Fig. 2D and H). Furthermore, KEGG pathway analysis highlighted enrichment in pathways related to the neuroactive ligand signaling, neuroactive ligand-receptor interaction (Fig. 2J). Gene interaction network analysis revealed that the expression of *Cdkn2c* was increased in *Bmi1*^*−/−*^ mice compared to WT mice and *Cdkn2c* was interacted with other proteins (Fig. 2K).

**Fig. 2:**
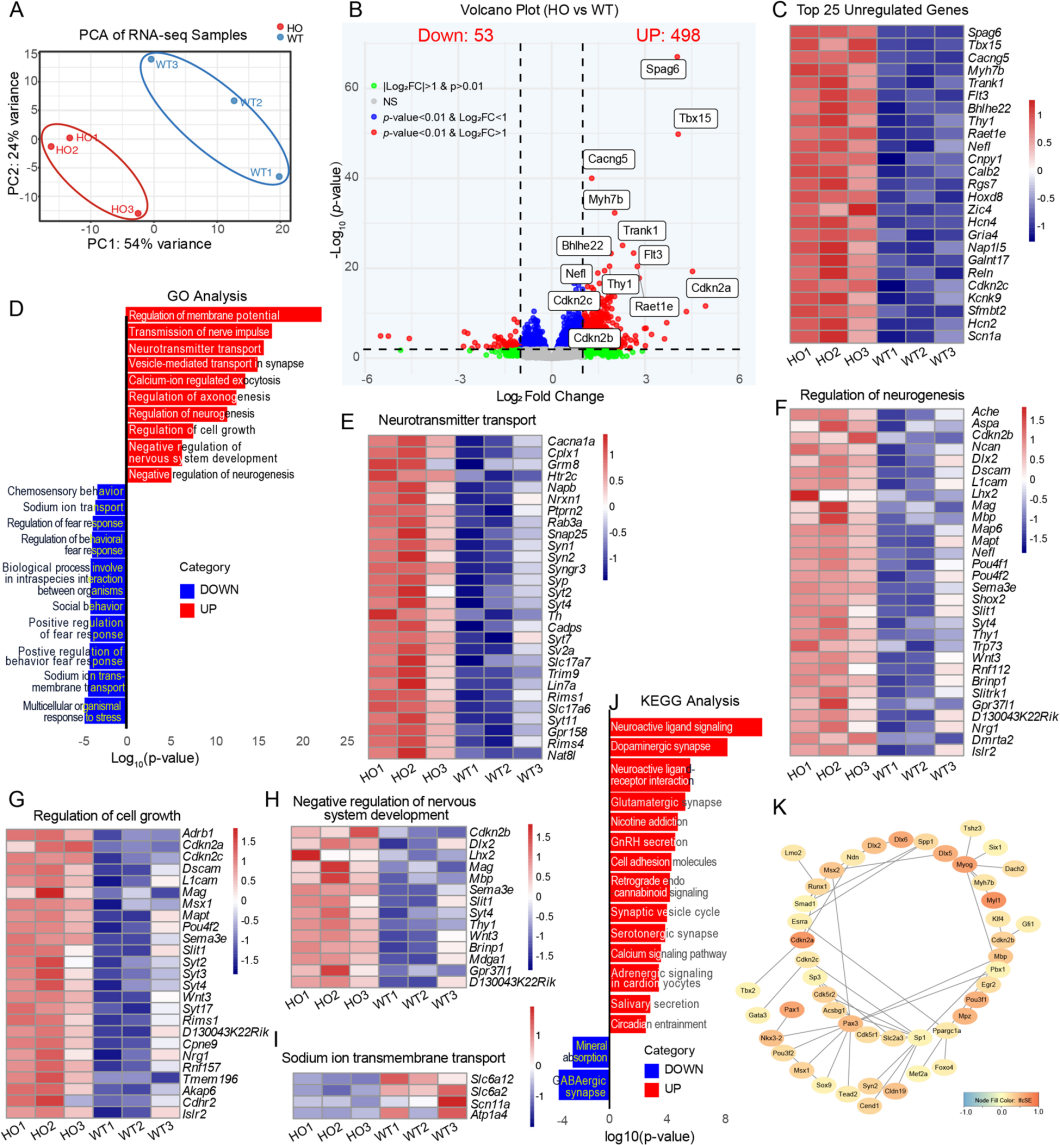
Changes in gene expression in the sensory epithelium cells of Bmi1 knockout mice. **A** Principal component analysis. **B** Volcano plot of the differentially expression genes in *Bmi1*^*−/−*^ mice compared to WT mice. **C** Heatmap of the top 25 most significantly differentially expressed genes. **D** Top 10 GO terms for upregulated genes and 10 GO terms for downregulated genes in *Bmi1*^*−/−*^ mice compared to WT mice. **E**–**H** Heatmap showing genes that were significantly upregulated in the GO terms of neurotransmitter transport, regulation of neuroscience, regulation of cell growth, and negative regulation of nervous system development in *Bmi1*^*−/−*^ mice compared to WT mice. **I** Heatmap showing genes that were significantly decreased in the GO terms of regulation of sodium ion transmembrane transport in *Bmi1*^*−/−*^ mice compared to WT mice. **J** KEGG pathway analysis of differential expressed genes between *Bmi1*^*−/−*^ and WT mice. **K** A representative gene interaction network diagram showed an increased expression of *Cdkn2c* in *Bmi1*^−/−^ mice compared to WT mice, with Cdkn2c interacting with other proteins. In the Figure, "HO" represented *Bmi1*^*−/−*^group

### Identification and characterization of H3K27me3 signals in the auditory sensory epithelium of neonatal mice

We initiated our study by conducting immunofluorescence staining to characterize the presence of H3K27me3 protein in the cochlea of P2 neonatal mice. Our results indicated a ubiquitous expression of H3K27me3 across both hair cells and supporting cells in the auditory sensory epithelium, suggesting a general establishment of H3K27me3 modification in these regions of neonatal mice (Fig. 3A). To further investigate the specific genomic patterns of H3K27me3 modification, we performed ChIP sequencing on inner ear tissue from WT neonatal mice. Figure 3B illustrates the genomic distribution of H3K27me3 peaks in the auditory sensory epithelium of P2 neonatal mice inner ear, which are enriched in promoter regions.

**Fig. 3:**
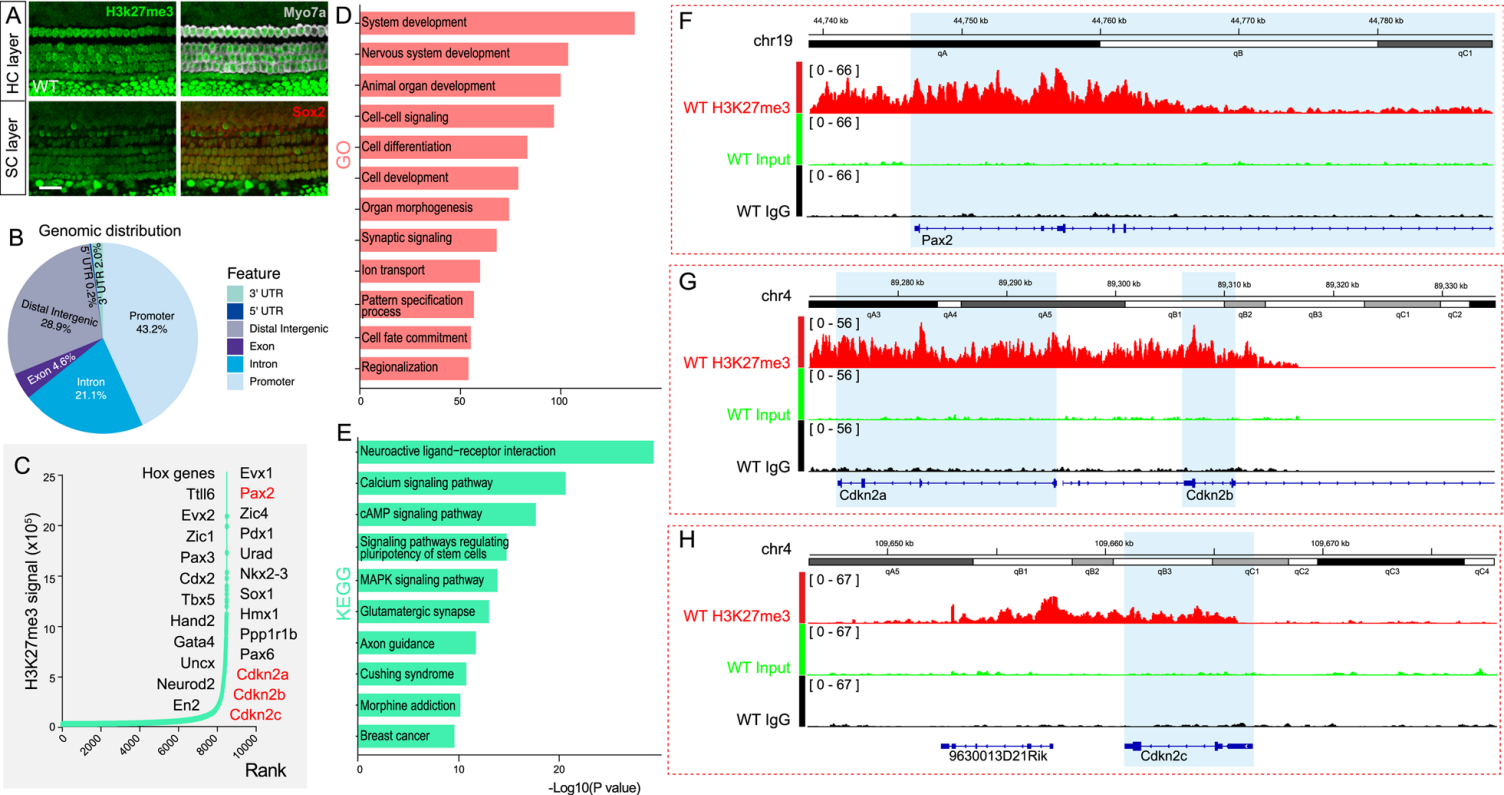
H3K27me3 involvement in the regulation of gene transcription in the inner ear. **A** H3K27me3 was ubiquitously expressed in the auditory sensory epithelium of P2 neonatal mice inner ear. Hair cells are labeled with Myosin VIIa in gray, H3K27me3 is labeled in green, and support cells are labeled with Sox2 in red. **B** Genomic distribution of H3K27me3 signals in the auditory sensory epithelium of P2 neonatal mice inner ear. **C** Representation of H3K27me3-rich genes ranked by Mean Reciprocal Rank. Genes highlighted in red (*Pax2*, *Cdkn2a*, *Cdkn2b*, and *Cdkn2c*) were specifically labeled because of their well-established functions in regulating cell proliferation and the cell cycle. **D** GO analysis of genes with H3K27me3 signals. **E** KEGG pathway analysis of genes with H3K27me3 signals. Screenshot showing the H3K27me3 signals of the *Pax2* (**F**), *Cdkn2a*, *Cdkn2b* (**G**) and *Cdkn2c* (**H**) gene sequences and nearby regions

Our next step was to identify and rank regions with high levels of H3K27me3 modification, referred to as methylation-rich regions (MRRs). Following the method described by Cai et al. [33], we clustered nearby H3K27me3 peaks and ranked these clusters based on their average signal intensity. The analysis identified the top 25 MRRs, which overlapped with key regulatory genes including *Pax2, Cdkn2a*, *Cdkn2b*, and *Cdkn2c*, all known for their roles in cell proliferation and cell cycle regulation (Fig. 3C).

GO analysis of the genes associated with enriched H3K27me3 signals highlighted their involvement in critical biological processes, such as system development, nervous system development, organ development, and cell–cell signaling (Fig. 3D). KEGG pathway analysis highlighted enrichment in pathways related to signaling pathways regulating pluripotency of stem cells (Fig. 3E). To further substantiate the presence of enriched H3K27me3, we examined four representative MRRs overlapping with the genes *Pax2*, *Cdkn2a, Cdkn2b and Cdkn2c*. *Pax2*, a crucial transcription factor in organogenesis including the inner ear, showed significant H3K27me3 signals upstream of *Pax2* TSS (Fig. 3F). Conversely, *Cdkn2a*, *Cdkn2b* and *Cdkn2c*, all known as important tumor suppressor genes, displayed widespread H3K27me3 signals throughout their genomic sequence (Fig. 3G, H). These findings illustrate the extensive involvement of H3K27me3 in regulating genes critical for inner ear development and cellular functions, providing insights into the epigenetic control mechanisms within the auditory sensory epithelium of neonatal mice.

### Increased chromatin accessibility profiling by ATAC-seq and reduced genome-wide H3K27me3 signals by ChIP-seq in *Bmi1*^*−*/−^ mice In vivo

The data described above suggest that the knockout of the *Bmi1* gene caused changes in the transcription levels of a series of genes in inner ear sensory epithelial cells, with a predominant upregulation of gene expression. Bmi1 serves as a key regulatory component of the PRC1 complex, which is required to maintain the transcriptionally repressed state of many genes throughout development via chromatin remodeling and histone modification[34]. The assay of transposase-accessible chromatin using sequencing (ATAC-seq) provides a way to detect the unique chromatin landscape [35], enabling the study of the effects of *Bmi1* gene knockout on the regulation of inner ear sensory epithelial cells at the chromatin level. 

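ATAC-seq measures chromatin accessibility, because the Tn5 transposase inserts sequencing adapters preferentially into open DNA. The organ of Corti of 10 mice (20 cochleae) at P2 was pooled for each genotype, and 1 library was made per genotype from 20000 cells. There are no replicates, so no difference between the WT and *Bmi1*-/- libraries was tested against the spread between animals. The authors trimmed the paired-end 150 bp reads, mapped them with BWA-MEM and called peaks with MACS2 in each library separately. The deposited values are the position of each peak, its summit, its fold enrichment over the local background and its −log10 p and −log10 q. These values are the authors', and they were used here only to rank and filter peaks within their own list. The paper's text does not name the genome build of the ATAC-seq reads. All peak positions fit within GRCm38, and the gene annotation GENCODE vM21 of that build was used. The deposited list labelled WT held 77826 peaks and the list labelled *Bmi1*-/- held 100668, of which 230 and 237 on unplaced sequences were left out. Of the peaks that remained on chromosomes 1 to 19, X and Y, 52.4% in the list labelled WT and 62.8% in the list labelled *Bmi1*-/- had a q-value under 0.05, since the lowest −log10 p was 2.00 and 2.01. Peaks had a median width of 260 bp and 277 bp, respectively. The lists carry no read totals. The reads piled up at each summit and the background behind them were therefore solved from the fold enrichment and the −log10 p. The commonest background was 6.32 reads in the library labelled WT and 8.04 reads in the library labelled *Bmi1*-/-, which is 1.27 times the former. Every peak name in the list labelled WT carries the prefix of the knockout, and every peak name in the list labelled *Bmi1*-/- carries the prefix of the wild type. The mapping of GEO's sample labels was kept, and any direction given for these libraries rests on those labels. Intervals are 95% intervals, exact binomial for shares, and cover counting error only.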

ATAC-seq data was extracted from OC of WT and *Bmi1*^*−/−*^ P2 neonatal mice. Considering the crucial roles that Bmi1 and H3K27me3 play in the development and differentiation of the inner ear, we sought to explore their potential interrelationship further. Using ChIP-seq, we compared H3K27me3 signals in the OC from neonatal *Bmi1*^*−/−*^ mice to those from WT neonatal mice.

The heatmap in Fig. 4A shows the average distribution of reads across a ± 3 kb region of the transcription start site (TSS) for all genes in WT and *Bmi1*^*−/−*^ sensory epithelial cells, as calculated and normalized by Deeptools. 

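After removal of unplaced sequences, 77596 peaks were compared in the list labelled WT and 100431 in the list labelled *Bmi1*-/-, a ratio of 1.29 (95% interval 1.28 to 1.31). The centres of 33.5% of the WT peaks (26003 peaks, interval 33.2% to 33.8%) and of 32.7% of the *Bmi1*-/- peaks (32798 peaks, interval 32.4% to 32.9%) lay within 3 kb of a TSS. The same widths placed at random in the genome gave 16.3% and 16.2%. Distances were also counted to the nearest TSS of a protein-coding gene only. Within 100 bp of such a TSS there were 5033 WT peaks and 6618 *Bmi1*-/- peaks. Between 2900 and 3000 bp there were 260 and 292. The share near a TSS depended on the strength of the peaks. Among the 5000 strongest peaks of each list it was 60.9% for WT and 81.5% for *Bmi1*-/-, whereas among the 100 strongest it was 31.0% and 29.0%. Peaks with a −log10 q of at least 5 numbered 1262 in WT and 4246 in *Bmi1*-/-, a ratio of 3.36 (3.16 to 3.59). A −log10 q of at least 10 moved the ratio of peak numbers most, to 3.48 (3.06 to 3.98). When the *Bmi1*-/- library was thinned to the WT background, a comparison chosen after seeing the data, the ratio of peaks with a −log10 p of at least 5 was 0.877 (0.860 to 0.895), at 8 it was 1.46 (1.39 to 1.54) and at 10 it was 1.93 (1.78 to 2.10). These ratios are biased low, since simulated sites that were the same in both libraries gave 0.931 at 5. Peaks covered 23.2 Mb in WT with a mean width of 300 bp and 33.7 Mb in *Bmi1*-/- with a mean width of 336 bp. The genotypes are those of GEO's labels, which the peak names contradict.

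**Figure D1:**
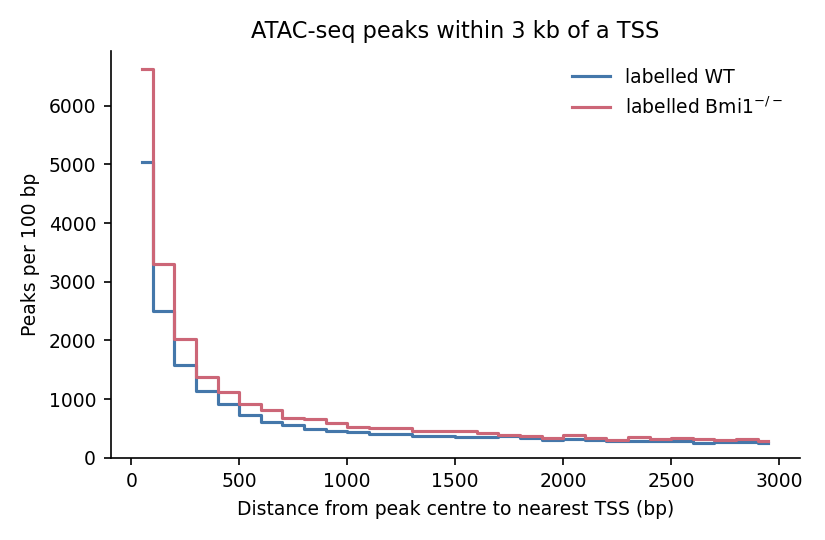
Number of ATAC-seq peaks per 100 bp of distance from the peak centre to the nearest TSS of a protein-coding gene. Lists are those labelled WT (blue) and *Bmi1*-/- (red). Both lists are highest in the first 100 bp, with 5033 and 6618 peaks.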

The results indicated that ATAC signals mainly concentrated in the TSS proximal region, and signals were more abundant in the *Bmi1*^−/−^ group. However, we noted a significant reduction in the intensity of H3K27me3 signals within the central region of the peaks in the *Bmi1*^*−/−*^ group compared to the WT control (Fig. 4A). 

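Read counts per gene were not used here, so the presence of a peak within 3 kb of a TSS was compared for 21938 protein-coding genes. Of these, 11618 had such a promoter peak in both lists, 3342 only in the list labelled *Bmi1*-/-, 1338 only in the list labelled WT and 5640 in neither. With the same number of peaks taken from each list, 2899 genes had a promoter peak in *Bmi1*-/- only and 1784 in WT only. At a −log10 q of at least 10 the numbers were 876 and 16. The strength of a gene's strongest promoter peak was also ranked within its own list. It ranked higher in the *Bmi1*-/- list for 68.6% of the 16298 genes with a promoter peak in either list. The ranks are percentiles of lists of unequal length, and a gene without a promoter peak in a list ranked lowest there. Both can favour the longer *Bmi1*-/- list, so this share is not free of the difference in peak number. Of the 10 genes labelled in Fig. 4B, *Ulbp3* and *Erdr1x* were not found in the annotation under these names. The other genes, *Gpbp1*, *G530011O06Rik*, *Grk6*, *Mid1*, *Mtmr4*, *Adgrl2*, *Sp1* and *Hspd1*, were compared by their strongest promoter peak in each list. This gave 7 distinct comparisons, since *Mid1* and *G530011O06Rik* share their strongest peak. At *Adgrl2* the strongest peaks of both lists lie at different positions. In all 7 the strongest peak was in the list labelled *Bmi1*-/- only or ranked higher there (interval 59.0% to 100%). At *Hspd1* (chromosome 1, 55077835 to 55088243, GRCm38) the strongest promoter peak was at the 51.4th percentile of the WT list and the 99.6th percentile of the *Bmi1*-/- list. At *Sp1* (chromosome 15, 102406143 to 102436404) it was at the 99.4th and 99.8th percentile. At *Mid1* (chromosome X, 169685199 to 170005736) no WT promoter peak was called, and the *Bmi1*-/- peak from 169980371 to 169981157 was at the 74.1st percentile, in the distal part of X where peaks of both lists are crowded. The strongest promoter peak without a WT overlap was at *Clk4* and *BC049762* (chromosome 11, 51262675 to 51263808, −log10 q 17.8 in the *Bmi1*-/- list), followed by *Gm1979* (−log10 q 16.4). The strongest WT promoter peaks without a *Bmi1*-/- overlap were at *Stat3* (chromosome 11, 100894272 to 100894561, −log10 q 19.6), *Olfr213* (10.8) and *Sirpb1c* (7.30). This *Stat3* peak lies inside the gene (100885098 to 100939540, minus strand), within 3 kb of an annotated TSS there. At the 5′ end of *Stat3*, the *Bmi1*-/- peak from 100939138 to 100940205, at the 99.5th percentile, overlapped a WT peak. All directions follow GEO's labels.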

Differential analysis of the signals revealed that 434 genes exhibited increased ATAC signals in *Bmi1*^−/−^ group when compared with WT group, while the number of genes with decreased signals was very low (Fig. 4B, C). 

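Each peak was assigned by its centre to 1 of 6 classes with GENCODE transcripts, where a promoter extended 3 kb to each side of a TSS. Promoters took up 15.5% of the genome. Exons held 2.58% of the peaks in the list labelled WT (interval 2.47% to 2.69%) and 2.54% in the list labelled *Bmi1*-/- (2.44% to 2.64%). Introns held 32.9% (32.6% to 33.2%) and 32.3% (32.0% to 32.6%). Distal intergenic regions held 29.6% (29.3% to 29.9%) and 31.0% (30.8% to 31.3%), against 49.1% of the genome. The 3′ UTR held 1.41% and 1.40%, and the 5′ UTR 0.0387% and 0.0388%. The *Bmi1*-/- list minus the WT list, by GEO's labels, gave -0.854 percentage points for promoters (interval -1.29 to -0.413, normal approximation), -0.560 for introns (-1.0 to -0.121) and 1.46 for distal intergenic regions (1.03 to 1.89). The promoter difference changed its sign when the same number of peaks was taken from each list (1.51 percentage points) and with a −log10 q of at least 10 (37.9 percentage points). At that threshold promoters held 133 WT and 852 *Bmi1*-/- peaks, introns 55 and 58, and distal intergenic regions 100 and 107. The higher promoter share thus came from more promoter peaks, not from fewer intron or distal intergenic peaks. With HOMER's default promoter, from 1 kb upstream to 100 bp downstream of a TSS, promoters held 14.5% and 14.2% of the peaks.

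**Figure D2:**
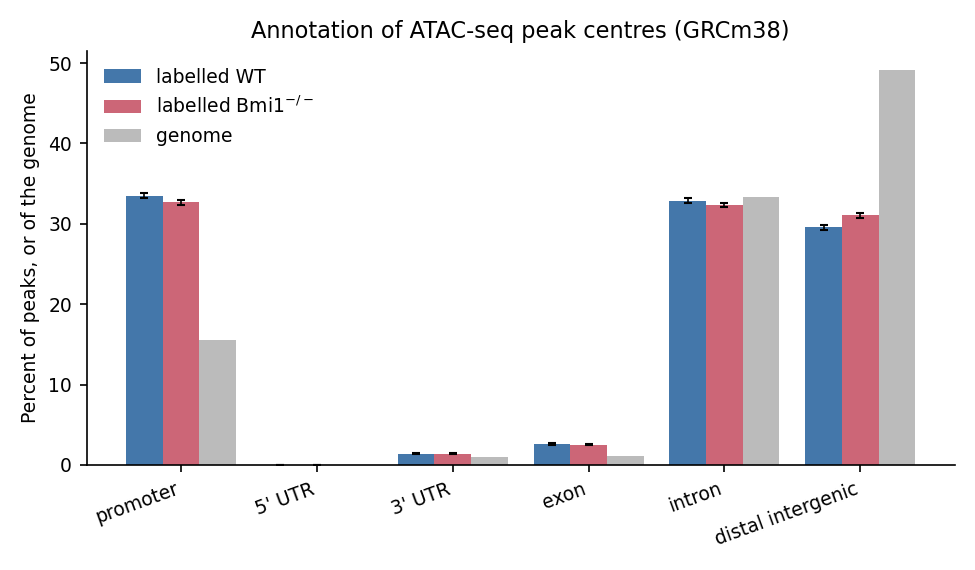
Percent of ATAC-seq peaks in each class for the lists labelled WT (blue) and *Bmi1*-/- (red), with exact 95% intervals as error bars, and percent of the genome in each class (grey). Promoters hold about the same share of both lists and 15.5% of the genome.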

Figure 4D showed the percentage of ATAC-seq peaks annotated to different genomic regions (including promoters, introns, exons, distal intergenic regions) in each group. GO analysis of these differential genes suggested that their functions might be related to cell–cell signaling by Wnt, regulation of binding, chromatin remodeling and mitotic cell cycle phase transition (Fig. 4E). KEGG pathway analysis indicated that these genes are involved in MAPK signaling pathway, Rap1 signaling pathway and Axon duidance (Fig. 4F). Differential peak analysis of ChIP-seq signals was performed using DEGseq to discern variations between the WT and *Bmi1*^−/−^ group, showing that 172 peak related genes in the *Bmi1*^*−/−*^ group exhibited a loss of H3K27me3 signals, whereas 34 peaks showed an increase (Fig. 4G, H). Figure 4I showed the percentage of H3K27me3 peaks annotated to different genomic regions (including promoters, introns, exons, distal intergenic regions) in each group. GO analysis of the genes with decreased H3K27me3 marks indicated their association with crucial biological processes such as ear development, inner ear morphogenesis, and embryonic organ morphogenesis (Fig. 4J). Further, KEGG pathway analysis indicated that these genes are involved in numerous key signaling pathways, including transcriptional mis-regulation in cancer, the calcium signaling pathway, and the pathways regulating pluripotency of stem cells (Fig. 4K). These findings underscore that Bmi1 knockout significantly affects the chromatin accessibility and the distribution of H3K27me3 marks across the genome, with potential consequences on the regulation of gene expression critical for the proliferation and development of cochlear sensory epithelial cells. Such alterations in the epigenetic landscape suggest a disrupted regulatory mechanism in *Bmi1*^−/−^ mice that could affect normal sensory functions and development in the inner ear.

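The peak lists were compared by overlap of at least 1 bp. Of the WT peaks, 24.8% (19222 peaks, interval 24.5% to 25.1%) overlapped a *Bmi1*-/- peak, and of the *Bmi1*-/- peaks 18.5% (18547 peaks, interval 18.2% to 18.7%) overlapped a WT peak. Peaks of the same widths placed at random within the same annotation class overlapped in 3.53% and 2.65%. Overlap was more frequent among strong peaks. In the weakest 10% of each list it was 15.5% for WT and 9.27% for *Bmi1*-/-, and in the strongest 10% it was 57.4% and 59.8%. Of the peaks with a −log10 q of at least 10, 98.6% in WT (291 of 295) and 97.5% in *Bmi1*-/- (1001 of 1027) overlapped a peak of the full other list. Of the *Bmi1*-/- peaks without a WT overlap, 54.6% lay in the weaker part of the list, split at its median −log10 p. With a reciprocal overlap of at least 50%, 13.1% of the WT peaks and 10.2% of the *Bmi1*-/- peaks were shared. From the higher ATAC signal around the TSS, the genes with increased signal and the loss of H3K27me3 measured by ChIP-seq, which was not analysed here, the paper concludes that *Bmi1* knockout affects chromatin accessibility and the distribution of H3K27me3. The paper proposes that this bears on genes needed for proliferation and development of the cochlear sensory epithelium.

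**Figure D3:**
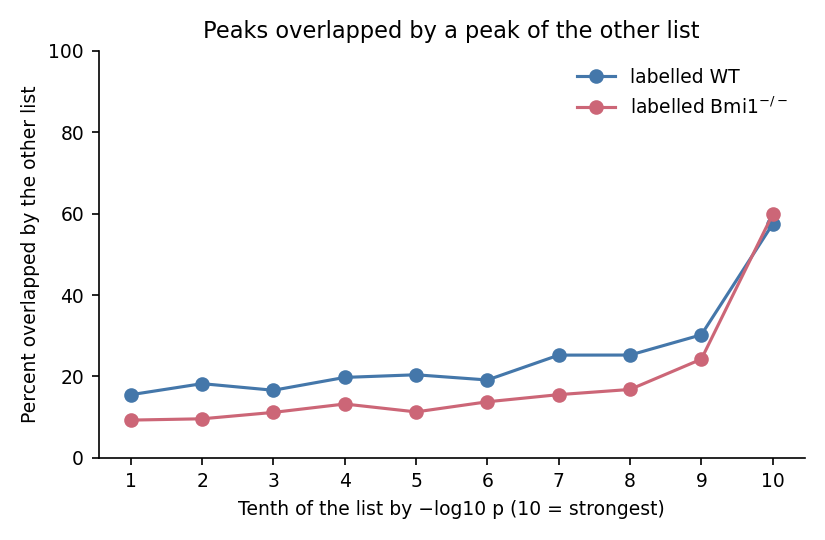
Percent of peaks overlapped by a peak of the other list, for each 10% of the peaks ordered by −log10 p from weakest (1) to strongest (10), in the lists labelled WT (blue) and *Bmi1*-/- (red). The share is highest in the strongest 10%, with 57.4% and 59.8%.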

**Fig. 4:**
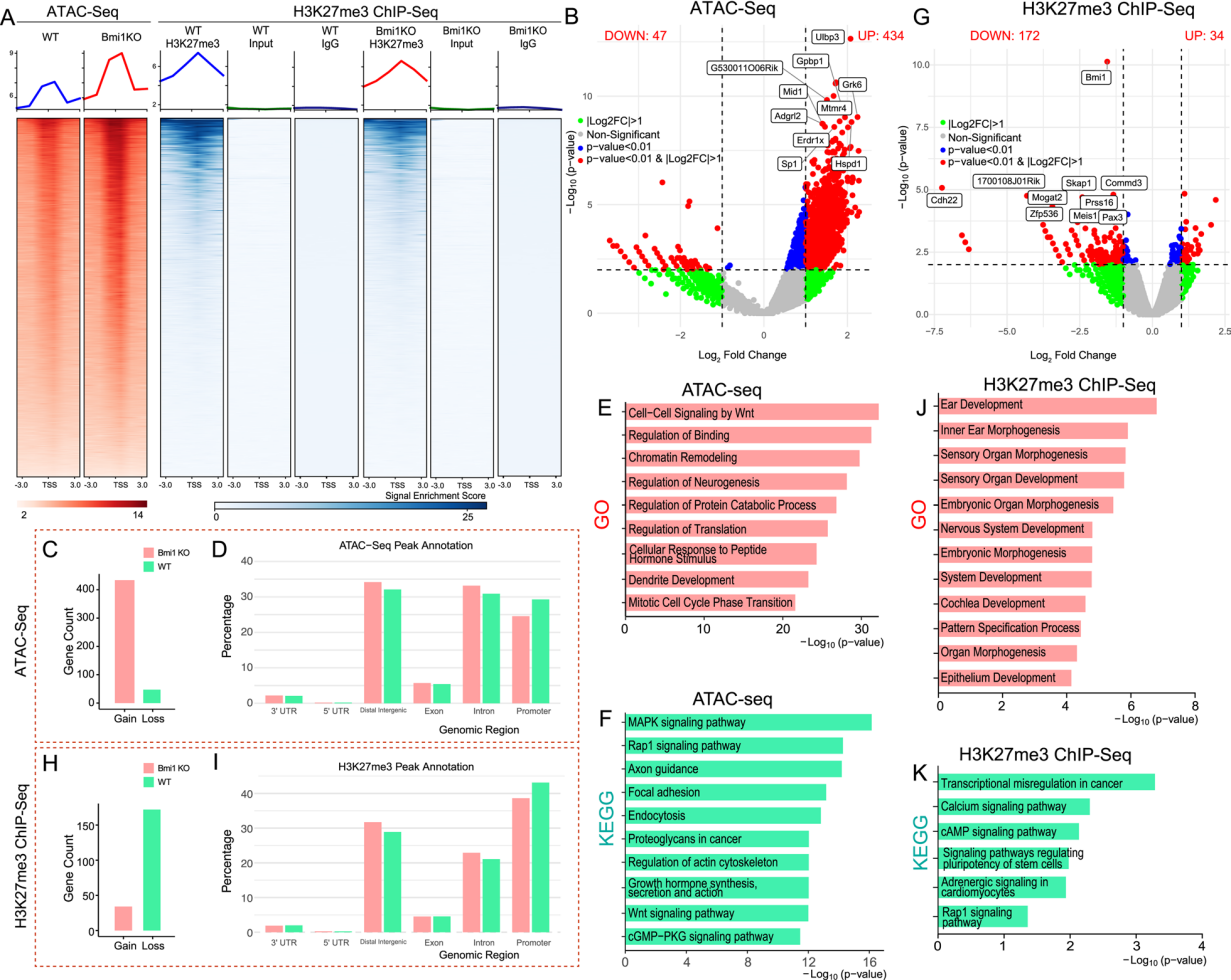
Bmi1 knockout affected chromatin accessibility and the H3K27me3 marks in inner ear sensory hair cells. **A** Heatmaps showing the distribution of ATAC signals and H3K27me3 marks near transcription start sites (TSS) in WT and *Bmi1*^*−/−*^ group. The distribution of ATAC signal density was much higher in *Bmi1*^*−/−*^ group when compared with WT. The distribution of H3K27me3 signals density was lower in *Bmi1*^*−/−*^ group when compared with WT. **B** Volcano plot of genes identified with differential chromatin accessibility between WT and *Bmi1*^*−/−*^ group. Green dots: |Log₂FC|> 1, Gray dots: Not significant (NS), Blue dots: p-value < 0.01, Red dots: p-value < 0.01 and |Log₂FC|> 1. **C** Numbers of genes with differential chromatin accessibility observed in *Bmi1*^*−/−*^ group when compared with WT group. **D** Genomic distribution of all ATAC-seq peaks in WT and *Bmi1*^*−/−*^ cochleae. **E** Bar plot illustrating the GO terms enriched in genes with increased chromatin accessibility regions in the *Bmi1*^*−/−*^ group compared to the WT group. **F** Bar plot illustrating the KEGG terms enriched in genes with increased accessibility regions in the *Bmi1*^*−/−*^ group compared to the WT group. **G** Volcano plot of genes identified with differential H3K27me3 marks between WT and *Bmi1*^*−/−*^ group. Green dots: |Log₂FC|> 1, Gray dots: Not significant (NS), Blue dots: p-value < 0.01, Red dots: p-value < 0.01 and |Log₂FC|> 1. **H** Numbers of with differential H3K27me3 marks observed in *Bmi1*^*−/−*^ group when compared with WT group. **I** Genomic distribution of H3K27me3 ChIP-seq peaks between WT and *Bmi1*^*−/−*^ group. **J** Bar plot illustrating the GO terms enriched in genes with decreased H3K27me3 marks in the *Bmi1*^*−/−*^ group compared to the WT group. **K** Bar plot illustrating the KEGG terms enriched in genes with decreased H3K27me3 marks in the *Bmi1*^*−/−*^ group compared to the WT group

### Multiple omics analysis showed that *Cdkn2c* was involved in the fate regulation of sensory epithelial cells of neonatal mice cochleae.

Given the well-established role of H3K27me3 modification in gene silencing [36], we hypothesized that the observed reduction in H3K27me3 signals in *Bmi1*^−/−^ mice would lead to increased chromatin accessibility and transcriptional activity. Correlating the 172 genes with decreased H3K27me3 signals to the 617 genes with increased expression, Gene Set Enrichment Analysis (GSEA) identified a significant correlation between the upregulation of gene expression and the loss of H3K27me3 peaks following Bmi1 knockout (Fig. 5A).

**Fig. 5:**
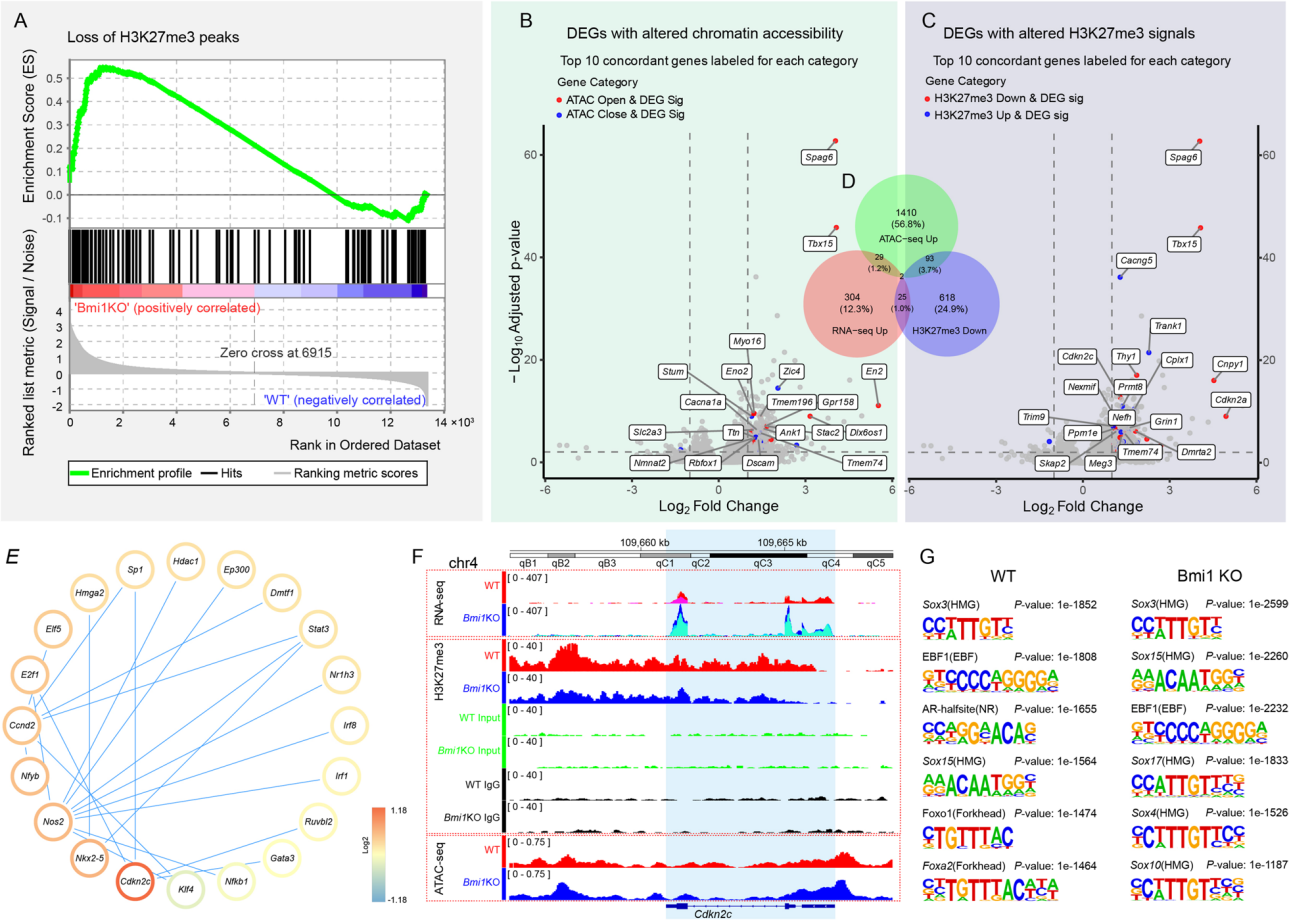
Integrated analysis of RNA-seq, ChIP-seq and ATAC-seq. **A** Gene Set Enrichment Analysis of genes with decreased H3K27me3 marks in *Bmi1*^*−/−*^ group. **B** Volcano plots indicating the overlap of gene identities from differential genes and peak annotations from RNA-seq and ATAC-seq in the *Bmi1*^*−/−*^ group compared to the WT group, respectively. Gene and peak annotations were categorized as either increased or decreased based on the direction of expression and accessibility change. **C** Volcano plots indicating the overlap of gene identities from differential genes and peak annotations from RNA-seq and H3K27me3-ChIP-seq in the *Bmi1*^*−/−*^ group compared to the WT group, respectively. Gene and peak annotations were categorized as either increased or decreased based on the direction of expression and H3K27me3 signals. **D** Analysis of the overlap between upregulated genes, loss of H3K27me3, and increased chromatin accessibility in *Bmi1*^*−/−*^ group. **E** Network analysis of the interaction between genes with increased expression in RNA-seq and genes with decreased H3K27me3 marks in ChIP-seq in the *Bmi1*^*−/−*^ group compared to the WT group. **F** Screenshot showing the RNA expression peak, chromatin accessibility, and H3K27me3 signals of the *Cdkn2c* gene in the genome of WT and *Bmi1*^*−/−*^groups. **G** Top six motifs from ATAC-seq data in the WT group and the *Bmi1*^*−/−*^ group, respectively

Integrated RNA-seq and ATAC-seq analysis revealed that genes with upregulated mRNA expression in the *Bmi1*^−/−^ group were predominantly associated with increased chromatin accessibility (Fig. 5B). 

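The RNA-seq and the ATAC-seq read counts behind Fig. 5B were not used here. The 25 upregulated genes of Table S2 were examined in the peak lists, over each gene body and 10 kb upstream, and all 25 were found in the annotation. They held 97 peaks labelled WT and 100 peaks labelled *Bmi1*-/- that had no WT overlap, at 23 of the 25 genes. For comparison, 10000 random lists of 25 protein-coding genes were drawn, matched gene by gene on the number of WT peaks and on region length. The random lists held a median of 97 such peaks (2.5th to 97.5th percentile, 73 to 124), so that the Table S2 genes were at the 59.8th percentile. Only peaks within 3 kb of a TSS put them at the 84.4th percentile, with 25 peaks against a random median of 20. With a −log10 q of at least 5 they were at the 5.98th percentile, on 2 peaks. A looser match, which was run first and in which WT peak numbers above 5 could differ by 20%, put them at the 51.3rd percentile. The strongest promoter peak ranked higher in the list labelled *Bmi1*-/- for 15 of the 23 Table S2 genes that had one (65.2%, interval 42.7% to 83.6%) and for 12 of the 19 genes labelled in Fig. 5B (63.2%, interval 38.4% to 83.7%). Both intervals include the share found over all protein-coding genes with a promoter peak. The directions depend on GEO's labels.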

Integrated RNA-seq and ChIP-seq analysis showed that, compared to the WT group, genes with upregulated mRNA expression were mainly distributed on the side with reduced H3K27me3 signals in the *Bmi1*^*−/−*^ group (Fig. 5C). Furthermore, we performed an integrated analysis to identify genes that were upregulated in conjunction with a decrease in H3K27me3 signal and an increase in ATAC-seq signal in *Bmi1*^*−/−*^ group. 29 genes were identified with upregulated mRNA expression accompanied by an increase in ATAC-seq signal, 93 genes were identified with upregulated mRNA expression along with a decrease in H3K27me3 signal, and 25 genes were identified with increased ATAC-seq signal concurrent with a reduction in H3K27me3 signal. 2 genes were identified with upregulated mRNA expression along with a decrease in H3K27me3 signal and increase in ATAC-seq signal (Fig. 5D). Compared to the WT group, interaction network analysis of genes with upregulated mRNA levels and genes with decreased H3K27me3 signals in the Bmi1 knockout group revealed that *Cdkn2c*, a cell cycle inhibitory regulator, was significantly upregulated at the mRNA level in the *Bmi1*^*−/−*^ group. Additionally, *Cdkn2c* was found to interact with *E2f1*, *Sp1*, and *Ruvbl2* (Fig. 5E). *Cdkn2c* in the *Bmi1*^−/−^ mice showed a markedly increased expression peaks compared to controls (Fig. 5F). This was accompanied by a decrease in H3K27me3 signals and slightly increase in chromatin accessibility across the entire gene length and extended 10 kb upstream (Fig. 5F), suggesting that the reduction of H3K27me3 signals due to Bmi1 knockout potentially facilitates the transcriptional activation of *Cdkn2c*. 

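*Cdkn2c* lies on the minus strand of chromosome 4 from 109660876 to 109667189 (GRCm38), and with 10 kb upstream the region ends at 109677189. In the library labelled WT 2 peaks overlapped this region and in the library labelled *Bmi1*-/- 4 did, of which 3 had their centre in it. At the promoter of *Cdkn2c* itself, the WT peak from 109666832 to 109667267 had a fold enrichment of 3.14 and a −log10 q of 2.86, at the 92.1st percentile of its list. The *Bmi1*-/- peak from 109666752 to 109667215 had a fold enrichment of 4.20 and a −log10 q of 9.49, at the 98.9th percentile of its own list. A second *Bmi1*-/- peak in the gene, from 109666262 to 109666542, had a −log10 q of 1.97, was at the 69.3rd percentile and had no WT overlap. The other peaks of the region lie at the far end, within 385 bp of a TSS of the neighbouring gene *Faf1*. They were 1 WT peak from 109676590 to 109677270 at the 87.8th percentile, and *Bmi1*-/- peaks from 109676131 to 109676936 at the 99.4th and from 109677071 to 109677692, across the end of the region, at the 96.7th percentile. With 3 kb upstream in place of 10 kb, 1 WT and 2 *Bmi1*-/- peaks remained. Fold enrichments of different lists are not on a common scale, and 1 library per genotype gives no measure of error for their difference. The genotypes follow GEO's labels.

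**Figure D4:**
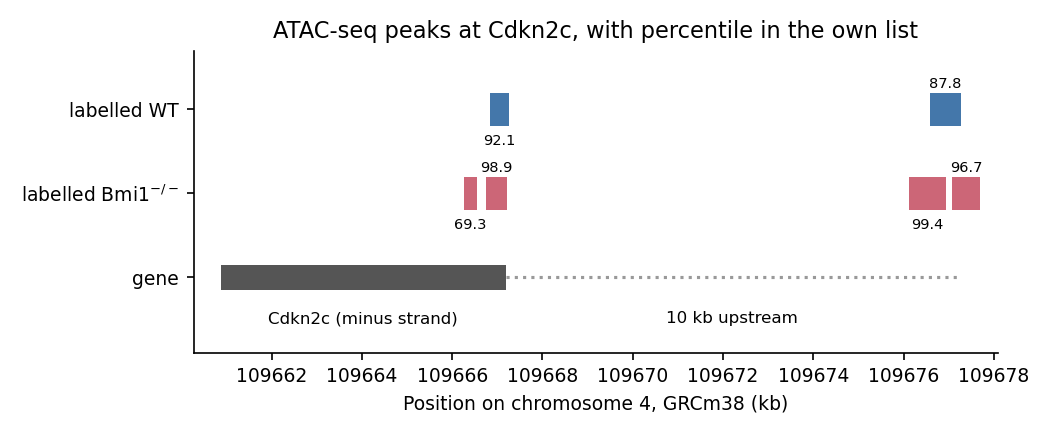
ATAC-seq peaks over *Cdkn2c* and 10 kb upstream on chromosome 4 (kb, GRCm38), for the lists labelled WT (blue) and *Bmi1*-/- (red). The number at each peak is its percentile by −log10 p in its own list, from 69.3 to 99.4, and the grey bar is the gene.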

Transcription factor binding sites were identified from RNA-seq data from WT group and *Bmi1*^*−/−*^ group respectively. 

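The motifs of Fig. 5G are given in its legend as those of the ATAC-seq data. HOMER was not run here. The consensus sequence of each motif was counted within 100 bp of each summit and in windows 1 kb to either side. In the list labelled WT, the EBF1 consensus TCCCNNGGGA was found at 0.695% of the 77596 summits and 0.525% of the flanking windows, an enrichment of 1.32 (interval 1.13 to 1.54). The Sox3 consensus CCWTTGTY was found at 2.99% of summits and 3.64% of flanks, a ratio of 0.824 (0.771 to 0.880). The ratio was 0.754 (0.614 to 0.924) for Sox15, 0.877 (0.750 to 1.02) for Foxo1 and 0.671 (0.584 to 0.769) for Foxa2. The median over these 5 motifs was that of Sox3. Against windows shuffled with their dinucleotides kept, the median was 1.26 and the ratio for Sox3 was 1.1, so that the direction depended on the background chosen. The reference motifs CTCF and AP-1 had enrichments over flanks of 1.03 (0.784 to 1.36) and 1.05 (0.988 to 1.12).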

The results showed that the top six transcription factor binding motifs in the WT group were *Sox3*, *EBF1*, *AR-halfsite*, *Sox15*, *Foxo1*, and *Foxa2*. In contrast, the top six transcription factor binding motifs in the *Bmi1*^*−/−*^ group were *Sox3*, *Sox15*, *EBF1*, *Sox17*, *Sox4*, and *Sox10*. 

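In the list labelled *Bmi1*-/-, the EBF1 consensus was found at 0.757% of the 100431 summits and 0.50% of the flanking windows, an enrichment of 1.51 (interval 1.32 to 1.73). Sox3 was at 3.05% of summits and 3.63% of flanks, a ratio of 0.843 (0.795 to 0.892). The consensus sequences of Sox15 and Sox17 match the same sites, read on opposite strands, and both had a ratio of 0.712 (0.593 to 0.852). Sox4 had 1.01 (0.781 to 1.31) and Sox10 had 0.887 (0.826 to 0.952). The median over the 6 motifs that Fig. 5G gives for this group was 0.865, and against shuffled windows it was 1.44. CTCF and AP-1 had 1.15 (0.921 to 1.44) and 1.11 (1.05 to 1.17). The intervals of both libraries overlapped for each of these motifs.

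**Figure D5:**
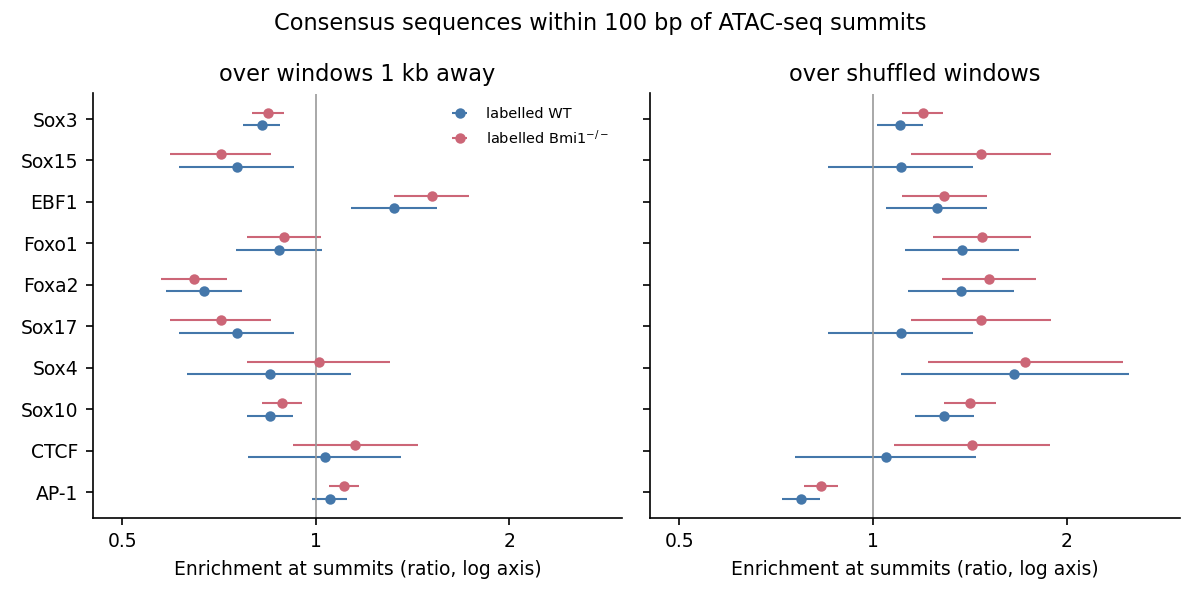
Ratio of the share of summits with each consensus sequence to the share in windows 1 kb away (left) or in shuffled windows (right), on a log axis, for the lists labelled WT (blue) and *Bmi1*-/- (red), with bars that divide the bounds of the exact intervals. Sox3 lies below 1 on the left and above 1 on the right in both lists.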

Bmi1 knockout may affect the activity of transcription factors binding to these motifs, thereby influencing the expression of downstream genes (Fig. 5G). These results indicate a significant impact of Bmi1 knockout on the epigenetic landscape and gene expression profiles in neonatal mouse cochleae, particularly highlighting the role of H3K27me3 in regulating genes essential for neural development and function through regulating the chromatin accessibility.

### Inhibition of *Cdkn2c* enhances proliferation in epithelial cells of *Bmi1*^*−/−*^ cochleae

To substantiate the observed changes, we applied a combination of immunohistochemical fluorescence staining, western blotting, and real-time qPCR to assess the protein and RNA expression levels of *Cdkn2c* in Bmi1 knockout mice. The western blotting, and real-time qPCR results indicated a notable increase in p18^INK4c^ expression, the protein product of *Cdkn2c*, within the sensory epithelial cells of neonatal *Bmi1*^−/−^ mice (Fig. 6A–C). The fluorescence intensity of p18^INK4c^ exhibited a gradient increase from the apical turn to the basal turn in both WT and *Bmi1*^−/−^ groups. Compared to the WT group, the *Bmi1*^−/−^ group showed significantly elevated p18 fluorescence intensity throughout the cochlear turns (Fig. 6D–F).

**Fig. 6:**
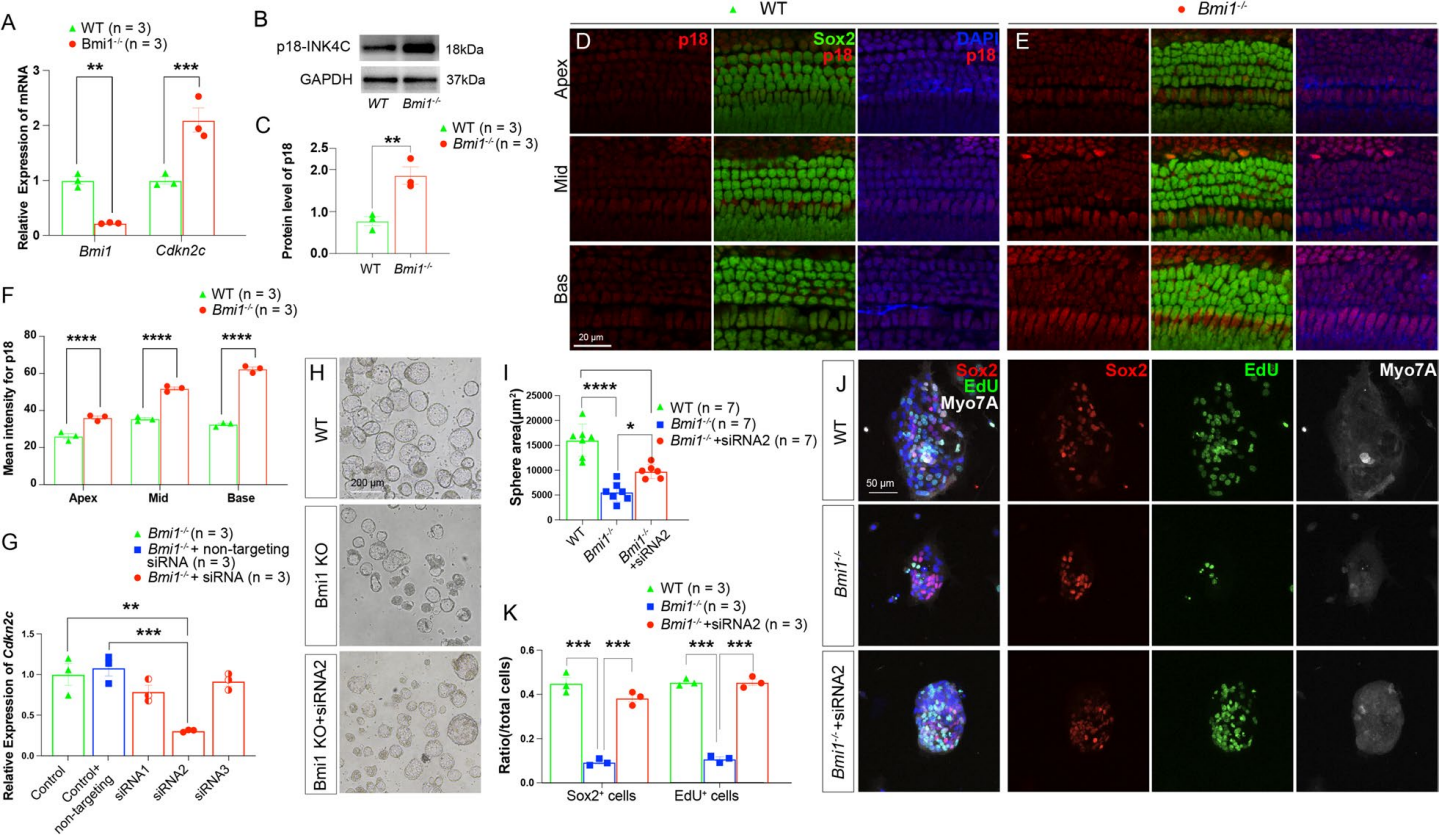
Inhibition of *Cdkn2c* promoted the proliferating ability in epithelial cells of *Bmi1*^*−/−*^ OC. **A** RT-qPCR showed that the mRNA expression levels of *Bmi1* was significantly decreased and the mRNA expression levels of *Cdkn2c* was significantly increased in *Bmi1*^*−/−*^ group when compared with WT group. **B** Western blots showed that the protein expression level of p18^INK4c^ was significantly increased in *Bmi1*^*−/−*^ group when compared with WT group. **C** Relative quantification of p18^INK4c^ density in WT and *Bmi1*^*−/−*^ group based on Western Blots. **D**, **E** Immunofluorescence staining showing increased p18^INK4c^ expression in supporting cells in *Bmi1*^*−/−*^ group. Apex: apical turn; Mid: middle turn; Base: basal turn. **F** Relative immunofluorescence quantification of p18^INK4c^ in WT and *Bmi1*^*−/−*^ group. **G** Relative expression of *Cdkn2c* mRNA after siRNA treatment. siRNA2 significantly reduced the p18^INK4c^ mRNA expression level in *Bmi1*^*−/−*^ cochlear explants. **H** The images showed typical representations of spheres across WT, *Bmi1*^*−/−*^ and siRNA2 treated *Bmi1*^*−/−*^ groups. **I** The quantification of sphere areas revealed that the spheres in the *Bmi1*^*−/−*^ group were significantly smaller compared to those in the WT group. However, the introduction of siRNA2 notably increased the sphere area in the *Bmi1*^*−/−*^ group. **J** Immunofluorescence staining showing the Sox2 + cells, EdU + cells and Myo7a + cells of spheres in WT, *Bmi1*^*−/−*^ and siRNA treated *Bmi1*^*−/−*^ group. **K** The quantification of Sox2 + and EdU + cells within the spheres demonstrated that the numbers of both Sox2 + and EdU + cells in the *Bmi1*^*−/−*^ group were significantly lower compared to the WT group. However, treatment with siRNA2 notably increased the numbers of Sox2 + and EdU + cells in the *Bmi1*^*−/−*^ group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data shown as mean ± SEM. "n" represents the number of biological replicates analyzed. Scale bars were shown in sub-figures

Following the observed upregulation of p18^INK4c^ in *Bmi1*^*−/−*^ mice, we employed siRNA technology to specifically reduce *Cdkn2c* expression. Initially, epithelial cells from *Bmi1*^−/−^ cochleae of neonatal mice were cultured in suspension. After a 7-day suspension culture, three specific siRNAs targeting *Cdkn2c*, along with a control siRNA, were introduced for 24 h. Among these, siRNA2 should the highest efficacy in knocking down *Cdkn2c*, as determined by RT-qPCR (Fig. 6G).

Subsequent experiment focused on sensory epithelial cells derived from WT and *Bmi1*^−/−^ cochleae, also cultured in suspension. For the *Bmi1*^−/−^ group, cultures were treated with *Cdkn2c* siRNA2. After another seven-day culture period, we observed significant differences in the morphology of cell aggregates. Notably, *Bmi1*^−/−^ group initially showed smaller sphere sizes compared to WT, but treatment with *Cdkn2c* siRNA led to a considerable increase in the size of these aggregates (Fig. 6H and I).

The experiments continued by transitioning these spheres to adherent culture conditions for five additional days. During this phase, EdU was incorporated to label proliferating cells. Quantitative analysis indicated a reduction in the number of EdU + cells within the *Bmi1*^−/−^ group relative to WT. However, *Cdkn2c* siRNA treatment resulted in a pronounced increase in EdU + cell counts, suggesting enhanced proliferative capacity. Additionally, we assessed the expression of the pluripotency marker Sox2 within these spheres. A significant decline in Sox2 + cells was noted in untreated *Bmi1*^−/−^ group compared to WT, but this decline was substantially reversed with *Cdkn2c* siRNA treatment, indicating a restoration of cell pluripotency (Fig. 6H and J). These experiments demonstrate that inhibition of *Cdkn2c* can counteract the proliferation deficits observed in *Bmi1*^−/−^ cochlear epithelial cells, thereby highlighting a potential therapeutic target for enhancing cell proliferation and regeneration in the sensory epithelium of the cochlea.

## Discussion

This study aimed to explore the role of *Bmi1* in the epigenetic regulation of cell fate within the auditory sensory epithelium. Despite its critical function in hearing and balance, the inner ear is a tiny organ with a limited number of hair cells and supporting cells, making it challenging to collect sufficient material for epigenetic analysis, even with advanced micro-volume techniques. Our study addresses this challenge by integrating ChIP-seq, ATAC-seq, and RNA-seq to highlight *Bmi1*’s pivotal role as an epigenetic regulator in the proliferation of otic progenitor cells. Among the genes identified, *Cdkn2c* (p18^INK4c^) emerged as a key player, and its suppression via siRNA in *Bmi1*^−/−^ mice significantly enhanced the proliferative capacity of sensory epithelial cells.

Bmi1 is well-established as a crucial regulator of cell proliferation. Previous studies, including our own, have demonstrated that *Bmi1* regulates the proliferation of progenitor and supporting cells in the neonatal mouse cochlea [22]. In this study, the absence of Bmi1 led to significant alterations in the expression of genes important for ear development and morphogenesis. Using a *Bmi1*^−/−^ mouse model, we elucidated Bmi1's role in H3K27me3-mediated epigenetic regulation of the inner ear. Auditory sensory epithelial cells from *Bmi1*^−/−^ mice exhibited significantly fewer and smaller spheres in suspension culture, and fewer EdU + cells in adherent culture compared to controls. However, there was no significant difference in the number of Myosin VIIa + cells per colony, suggesting that while Bmi1 knockout reduces cell proliferation, it does not impair the differentiation of supporting cells into hair cells. Adult *Bmi1*^−/−^ mice displayed hearing loss and sporadic hair cell loss, indicating that Bmi1 is essential for maintaining auditory function, likely by supporting the self-renewal capacity of inner ear supporting cells.

A key finding of this study is the identification of p18^INK4c^ as a regulator of cell proliferation, mediated by Bmi1 in the inner ear. Historically, Bmi1 has been recognized for its role in regulating stem cell self-renewal and differentiation, critical processes for tissue development [37, 38]. This regulation primarily occurs through the repression of the INK4a/Arf locus, which encodes p16^INK4a^ and p19^Arf^, both key regulators of the cell cycle and senescence [39]. In stem cells, downregulation of p16^INK4a^ and p19^Arf^ by Bmi1 promotes proliferation and prevents premature senescence, thereby maintaining the stem cell population [40]. Here, we found that the RNA expression level of *Cdkn2c*, encoding p18^INK4c^, was significantly upregulated in *Bmi1*^−/−^ mice, and this increase was accompanied by a reduction in H3K27me3 marks across the *Cdkn2c* gene. p18^INK4c^ is a member of the INK4 family of cyclin-dependent kinase (CDK) inhibitors [41], which inhibit CDK4 and CDK6 [42], thereby preventing retinoblastoma (Rb) protein phosphorylation and causing cell cycle arrest in the G1 phase[43]. Bmi1-mediated repression involves histone modifications, particularly the ubiquitination of histone H2A, which leads to chromatin condensation and transcriptional silencing of specific genes including the INK4a/ARF locus [44], where p18^INK4c^ is encoded. Given that *Cdkn2c* is a known tumor-suppressor gene that regulates cell proliferation[45], the decreased proliferation observed in inner ear progenitor cells following Bmi1 knockout might be attributed to the increased expression of p18^INK4c^ due to the decrease in H3K27me3 levels. Targeting the Bmi1- p18^INK4c^ pathway holds potential for therapeutic interventions in regenerative medicine [46, 47]. Strategies to transiently suppress p18^INK4c^ in aging tissues could rejuvenate stem cells and enhance tissue repair and regeneration. By using siRNA to suppress p18^INK4c^ expression, we observed a marked enhancement in the proliferative capacity of cochlear sensory epithelial cells in *Bmi1*^−/−^ mice. These results indicate that increased *Cdkn2c* expression of cochlear sensory epithelium cells in *Bmi1*^−/−^ mice could result to the reducing proliferating ability of sensory epithelial cells.

The development of inner ear and cell fate determination is driven by intricate gene expression patterns significantly influenced by epigenetic modifications such as histone acetylation and methylation, which are pivotal for toggling genes on and off during the developmental phases [48, 49]. In this study, RNA-seq data showed that in the sensory epithelial cells of *Bmi1*^*−/−*^ neonatal mouse inner ears, the transcriptome mRNA expression profile changes were mainly characterized by an upregulation of most genes (498 upregulated genes vs 53 downregulated genes). Epigenetic modifications facilitated by the PRC1 complex are known to result in gene silencing [50], changes in chromosome condensation, and chromosome remodeling [51–53]. Using ATAC-seq, this study examined the chromatin accessibility of cochlear sensory epithelial cells in *Bmi1*^*−/−*^ mice. The results indicated that there was a significant increase in chromatin accessibility in these cells (434 sites of increased accessibility vs 47 decreased). PcG proteins play a crucial role in this regulatory framework by modulating genes essential for cell lineage specification via histone methylation [54, 55]. As a member of PcG family, Bmi1 is integral to various biological processes including proliferation, self-renewal, migration, and differentiation of progenitor cells [56–58], and is also involved in modulating the levels of H3K27me3, primarily mediated by the PRC2 [31, 59–61]. Research by Gao et al. on early mouse embryonic development demonstrated the association of H3K27me3 with gene silencing, contrasting with H3K4me3, which is linked to gene activation [62]. Our current ChIP sequencing analysis further supports this, showing a notable decrease in H3K27me3 signals in the genome of *Bmi1*^−/−^ mice, accompanied by the upregulation of 498 genes, thus reinforcing the link between H3K27me3 modification and gene silencing (34 sites with increased H3K27me3 vs. 172 sites with decreased H3K27me3).

Through the collaborative actions of PRC1 and PRC2, Bmi1 plays a crucial role in repressing genes that are vital for differentiation processes. *Pax2*, a transcription factor critical for the development of the kidneys, eyes, ears, and central nervous system, is a prime example [50, 63–65]. Expression of *Pax2* needs precise regulation; both its up-expression and down-expression are associated with developmental anomalies and diseases [66]. Our data reveal significant enrichment peaks of H3K27me3 in the upstream regions of *Pax2*, suggesting that in tissues where *Pax2* should be inactive, Bmi1 and PRC2 collaboratively ensure its silencing to prevent inappropriate developmental signaling [67]. Conversely, during development, Pax2 expression is finely tuned in regions such as the kidney or midbrain [68, 69]. The removal or reduction of H3K27me3 marks by demethylases, which may be influenced by signals that also regulate Bmi1 levels, enables the activation of *Pax2* at appropriate locations and times [69]. Furthermore, enhancing H3K27me3 or *Bmi1* expression can help deactivate *Pax2* when its developmental role is complete, contributing to the precise temporal control of developmental processes [67].

Our study also acknowledges several limitations. We were unable to perform ChIP-seq on individual mice because the yield of inner ear sensory cells per animal was too low. To overcome this, we pooled samples over time to obtain sufficient material for epigenomic profiling. In addition, while our multi-omics approach identified *Cdkn2c* as a potential downstream mediator of *Bmi1*, and we showed that inhibition of *Cdkn2c* can partially compensate for *Bmi1* loss, we lack direct proof that Bmi1 binds and represses Cdkn2c through H3K27me3.

In conclusion, this study extends our understanding of how Bmi1 regulates the proliferation of sensory epithelial cells in the inner ear of neonatal mice. Our findings demonstrate that Bmi1 influences gene expression by modulating chromatin accessibility and H3K27me3 modifications. Future research is necessary to further elucidate the epigenetic landscape of the inner ear across different developmental stages and in disease contexts. Such investigations are essential for identifying specific epigenetic modifications linked to distinct phenotypic outcomes. Moreover, there is an urgent need to develop safe and effective methods for delivering epigenetic or gene therapies to the inner ear, which could hold significant therapeutic promise for treating hearing loss.

## Supplementary Information

Additional file 1.

## Data Availability

The study dataset and full trial protocol is available from the corresponding author upon reasonable request.

## References

[1] Wagner EL, Shin JB. Mechanisms of hair cell damage and repair. Trends Neurosci. 2019;42(6):414–24.30992136 10.1016/j.tins.2019.03.006PMC6556399

[2] Chan HL, Morey L. Emerging roles for polycomb-group proteins in stem cells and cancer. Trends Biochem Sci. 2019;44(8):688–700.31085088 10.1016/j.tibs.2019.04.005

[3] Blackledge NP, Fursova NA, Kelley JR, Huseyin MK, Feldmann A, Klose RJ. PRC1 catalytic activity is central to polycomb system function. Mol Cell. 2020;77(4):857-874 e859.31883950 10.1016/j.molcel.2019.12.001PMC7033600

[4] Dobrinic P, Szczurek AT, Klose RJ. PRC1 drives polycomb-mediated gene repression by controlling transcription initiation and burst frequency. Nat Struct Mol Biol. 2021;28(10):811–24.34608337 10.1038/s41594-021-00661-yPMC7612713

[5] Blackledge NP, Klose RJ. The molecular principles of gene regulation by Polycomb repressive complexes. Nat Rev Mol Cell Biol. 2021;22(12):815–33.34400841 10.1038/s41580-021-00398-yPMC7612013

[6] Laugesen A, Hojfeldt JW, Helin K. Molecular mechanisms directing PRC2 recruitment and H3K27 methylation. Mol Cell. 2019;74(1):8–18.30951652 10.1016/j.molcel.2019.03.011PMC6452890

[7] Liu X, Wei W, Li X, Shen P, Ju D, Wang Z, et al. BMI1 and MEL18 promote colitis-associated cancer in mice via REG3B and STAT3. Gastroenterology. 2017;153(6):1607–20.28780076 10.1053/j.gastro.2017.07.044

[8] Jia L, Zhang W, Wang CY. Bmi1 inhibition eliminates residual cancer stem cells after PD1 blockade and activates antitumor immunity to prevent metastasis and relapse. Cell Stem Cell. 2020;27(2):238-253.e236.32697949 10.1016/j.stem.2020.06.022PMC7416748

[9] Yang D, Liu HQ, Yang Z, Fan D, Tang QZ. BMI1 in the heart: novel functions beyond tumorigenesis. EBioMedicine. 2021;63:103193.33421944 10.1016/j.ebiom.2020.103193PMC7804972

[10] Kraus L, Bryan C, Wagner M, Kino T, Gunchenko M, Jalal W, et al. Bmi1 augments proliferation and survival of cortical bone-derived stem cells after injury through novel epigenetic signaling via histone 3 regulation. Int J Mol Sci. 2021. 10.3390/ijms22157813.34360579 10.3390/ijms22157813PMC8345961

[11] Hu T, Kitano A, Luu V, Dawson B, Hoegenauer KA, Lee BH, et al. Bmi1 suppresses adipogenesis in the hematopoietic stem cell niche. Stem Cell Reports. 2019;13(3):545–58.31257132 10.1016/j.stemcr.2019.05.027PMC6739622

[12] Kallin EM, Cao R, Jothi R, Xia K, Cui K, Zhao K, et al. Genome-wide uH2A localization analysis highlights Bmi1-dependent deposition of the mark at repressed genes. PLoS Genet. 2009;5(6):e1000506.19503595 10.1371/journal.pgen.1000506PMC2683938

[13] Cho YJ, Kim SH, Kim EK, Han JW, Shin KH, Hu H, et al. Prognostic implications of polycomb proteins ezh2, suz12, and eed1 and histone modification by H3K27me3 in sarcoma. BMC Cancer. 2018;18(1):158.29415665 10.1186/s12885-018-4066-6PMC5804074

[14] Choi R, Kurtenbach S, Goldstein BJ. Loss of BMI1 in mature olfactory sensory neurons leads to increased olfactory basal cell proliferation. Int Forum Allergy Rhinol. 2019;9(9):993–9.31251849 10.1002/alr.22366PMC7245364

[15] Lopez-Arribillaga E, Rodilla V, Pellegrinet L, Guiu J, Iglesias M, Roman AC, et al. Bmi1 regulates murine intestinal stem cell proliferation and self-renewal downstream of Notch. Development. 2015;142(1):41–50.25480918 10.1242/dev.107714

[16] Biehs B, Hu JK, Strauli NB, Sangiorgi E, Jung H, Heber RP, et al. BMI1 represses Ink4a/Arf and Hox genes to regulate stem cells in the rodent incisor. Nat Cell Biol. 2013;15(7):846–52.23728424 10.1038/ncb2766PMC3735916

[17] Akala OO, Clarke MF. Hematopoietic stem cell self-renewal. Curr Opin Genet Dev. 2006;16(5):496–501.16919448 10.1016/j.gde.2006.08.011

[18] Bordeleau ME, Aucagne R, Chagraoui J, Girard S, Mayotte N, Bonneil E, et al. UBAP2L is a novel BMI1-interacting protein essential for hematopoietic stem cell activity. Blood. 2014;124(15):2362–9.25185265 10.1182/blood-2014-01-548651PMC4192749

[19] Liu S, Wu M, Lancelot M, Deng J, Gao Y, Roback JD, et al. BMI1 enables extensive expansion of functional erythroblasts from human peripheral blood mononuclear cells. Mol Ther. 2021;29(5):1918–32.33484967 10.1016/j.ymthe.2021.01.022PMC8116606

[20] Vora P, Seyfrid M, Venugopal C, Qazi MA, Salim S, Isserlin R, et al. Bmi1 regulates human glioblastoma stem cells through activation of differential gene networks in CD133+ brain tumor initiating cells. J Neurooncol. 2019;143(3):417–28.31115870 10.1007/s11060-019-03192-1

[21] Yadirgi G, Leinster V, Acquati S, Bhagat H, Shakhova O, Marino S. Conditional activation of Bmi1 expression regulates self-renewal, apoptosis, and differentiation of neural stem/progenitor cells in vitro and in vivo. Stem Cells. 2011;29(4):700–12.21305672 10.1002/stem.614

[22] Lu X, Sun S, Qi J, Li W, Liu L, Zhang Y, et al. Bmi1 regulates the proliferation of cochlear supporting cells via the canonical Wnt signaling pathway. Mol Neurobiol. 2017;54(2):1326–39.26843109 10.1007/s12035-016-9686-8

[23] van der Lugt NM, Domen J, Linders K, van Roon M, Robanus-Maandag E, te Riele H, et al. Posterior transformation, neurological abnormalities, and severe hematopoietic defects in mice with a targeted deletion of the bmi-1 proto-oncogene. Genes Dev. 1994;8(7):757–69.7926765 10.1101/gad.8.7.757

[24] Anders S, Pyl PT, Huber W. HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015;31(2):166–9.25260700 10.1093/bioinformatics/btu638PMC4287950

[25] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.25516281 10.1186/s13059-014-0550-8PMC4302049

[26] Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30(15):2114–20.24695404 10.1093/bioinformatics/btu170PMC4103590

[27] Koehler KR, Nie J, Longworth-Mills E, Liu XP, Lee J, Holt JR, et al. Generation of inner ear organoids containing functional hair cells from human pluripotent stem cells. Nat Biotechnol. 2017;35(6):583–9.28459451 10.1038/nbt.3840PMC5462862

[28] Mittal R, Nguyen D, Patel AP, Debs LH, Mittal J, Yan D, Eshraghi AA, Van De Water TR, Liu XZ: Recent advancements in the regeneration of auditory hair cells and hearing restoration. Front Mol Neurosci 2017; 10:23610.3389/fnmol.2017.00236PMC553448528824370

[29] Czajkowski A, Mounier A, Delacroix L, Malgrange B. Pluripotent stem cell-derived cochlear cells: a challenge in constant progress. Cell Mol Life Sci. 2019;76(4):627–35.30341460 10.1007/s00018-018-2950-5PMC11105202

[30] Sun S, Li S, Luo Z, Ren M, He S, Wang G, et al. Dual expression of Atoh1 and Ikzf2 promotes transformation of adult cochlear supporting cells into outer hair cells. Elife. 2021. 10.7554/eLife.66547.34477109 10.7554/eLife.66547PMC8439656

[31] Kushwaha AC, Mohanbhai SJ, Sardoiwala MN, Sood A, Karmakar S, Roy Choudhury S. Epigenetic regulation of Bmi1 by ubiquitination and proteasomal degradation inhibit Bcl-2 in acute myeloid leukemia. ACS Appl Mater Interfaces. 2020;12(23):25633–44.32453568 10.1021/acsami.0c06186

[32] Benard A, Goossens-Beumer IJ, van Hoesel AQ, Horati H, Putter H, Zeestraten EC, et al. Prognostic value of polycomb proteins EZH2, BMI1 and SUZ12 and histone modification H3K27me3 in colorectal cancer. PLoS ONE. 2014;9(9):e108265.25243792 10.1371/journal.pone.0108265PMC4171510

[33] Cai Y, Zhang Y, Loh YP, Tng JQ, Lim MC, Cao Z, et al. H3K27me3-rich genomic regions can function as silencers to repress gene expression via chromatin interactions. Nat Commun. 2021;12(1):719.33514712 10.1038/s41467-021-20940-yPMC7846766

[34] Sanchez A, De Vivo A, Uprety N, Kim J, Stevens SM Jr, Kee Y. BMI1-UBR5 axis regulates transcriptional repression at damaged chromatin. Proc Natl Acad Sci U S A. 2016;113(40):11243–8.27647897 10.1073/pnas.1610735113PMC5056041

[35] Grandi FC, Modi H, Kampman L, Corces MR. Chromatin accessibility profiling by ATAC-seq. Nat Protoc. 2022;17(6):1518–52.35478247 10.1038/s41596-022-00692-9PMC9189070

[36] Guo Y, Zhao S, Wang GG. Polycomb gene silencing mechanisms: PRC2 chromatin targeting, H3K27me3 “readout”, and phase separation-based compaction. Trends Genet. 2021;37(6):547–65.33494958 10.1016/j.tig.2020.12.006PMC8119337

[37] Lukacs RU, Memarzadeh S, Wu H, Witte ON. Bmi-1 is a crucial regulator of prostate stem cell self-renewal and malignant transformation. Cell Stem Cell. 2010;7(6):682–93.21112563 10.1016/j.stem.2010.11.013PMC3019762

[38] Siddique HR, Saleem M. Role of BMI1, a stem cell factor, in cancer recurrence and chemoresistance: preclinical and clinical evidences. Stem Cells. 2012;30(3):372–8.22252887 10.1002/stem.1035

[39] Jacobs JJ, Kieboom K, Marino S, DePinho RA, Van Lohuizen M. The oncogene and Polycomb-group gene bmi-1 regulates cell proliferation and senescence through the ink4a locus. Nature. 1999;397(6715):164–8.9923679 10.1038/16476

[40] Chen G, Zhang Y, Yu S, Sun W, Miao D. Bmi1 overexpression in mesenchymal stem cells exerts antiaging and antiosteoporosis effects by inactivating p16/p19 signaling and inhibiting oxidative stress. Stem Cells. 2019;37(9):1200–11.30895687 10.1002/stem.3007PMC6851636

[41] Hirai H, Roussel MF, Kato J-Y, Ashmun RA, Sherr CJ. Novel INK4 proteins, p19 and p18, are specific inhibitors of the cyclin D-dependent kinases CDK4 and CDK6. Mol Cell Biol. 1995. 10.1128/MCB.15.5.2672.7739547 10.1128/mcb.15.5.2672PMC230497

[42] Zhu S, Cao J, Sun H, Liu K, Li Y, Zhao T. P18 inhibits reprogramming through inactivation of Cdk4/6. Sci Rep. 2016;6(1):31085.27484146 10.1038/srep31085PMC4971472

[43] Guan K-L, Jenkins CW, Li Y, Nichols MA, Wu X, O’Keefe CL, et al. Growth suppression by p18, a p16INK4/MTS1-and p14INK4B/MTS2-related CDK6 inhibitor, correlates with wild-type pRb function. Genes Dev. 1994;8(24):2939–52.8001816 10.1101/gad.8.24.2939

[44] Ginjala V, Nacerddine K, Kulkarni A, Oza J, Hill SJ, Yao M, et al. BMI1 is recruited to DNA breaks and contributes to DNA damage-induced H2A ubiquitination and repair. Mol Cell Biol. 2011;31(10):1972–82.21383063 10.1128/MCB.00981-10PMC3133356

[45] Cheng J, Demeulemeester J, Wedge DC, Vollan HKM, Pitt JJ, Russnes HG, et al. Pan-cancer analysis of homozygous deletions in primary tumours uncovers rare tumour suppressors. Nat Commun. 2017;8(1):1221.29089486 10.1038/s41467-017-01355-0PMC5663922

[46] Yang M, Tang Y, Zhu P, Lu H, Wan X, Guo Q, et al. The advances of E2A-PBX1 fusion in B-cell acute lymphoblastic leukaemia. Ann Hematol. 2023. 10.1007/s00277-023-05595-7.38148344 10.1007/s00277-023-05595-7

[47] Malakoti F, Alemi F, Younesi S, Majidinia M, Yousefi B, Morovat P, et al. The cross-talk between signaling pathways, noncoding RNAs and DNA damage response: emerging players in cancer progression. DNA Repair. 2021;98:103036.33429260 10.1016/j.dnarep.2020.103036

[48] Provenzano MJ, Domann FE. A role for epigenetics in hearing: establishment and maintenance of auditory specific gene expression patterns. Hear Res. 2007;233(1–2):1–13.17723285 10.1016/j.heares.2007.07.002PMC2994318

[49] Jambhekar A, Dhall A, Shi Y. Roles and regulation of histone methylation in animal development. Nat Rev Mol Cell Biol. 2019;20(10):625–41.31267065 10.1038/s41580-019-0151-1PMC6774358

[50] Bosze B, Suarez-Navarro J, Soofi A, Lauderdale JD, Dressler GR, Brown NL. Multiple roles for Pax2 in the embryonic mouse eye. Dev Biol. 2021;472:18–29.33428890 10.1016/j.ydbio.2020.12.020PMC7956245

[51] Yokoyama Y, Arai MA, Hara Y, Ishibashi M. Identification of BMI1 promoter inhibitors from *Streptomyces* sp. IFM-11958. Bioorg Med Chem. 2019;27(13):2998–3003.31079965 10.1016/j.bmc.2019.05.002

[52] Eeftens JM, Kapoor M, Michieletto D, Brangwynne CP. Polycomb condensates can promote epigenetic marks but are not required for sustained chromatin compaction. Nat Commun. 2021;12(1):5888.34620850 10.1038/s41467-021-26147-5PMC8497513

[53] Roule T, Christ A, Hussain N, Huang Y, Hartmann C, Benhamed M, et al. The lncRNA MARS modulates the epigenetic reprogramming of the marneral cluster in response to ABA. Mol Plant. 2022;15(5):840–56.35150931 10.1016/j.molp.2022.02.007

[54] Aranda S, Mas G, Di Croce L. Regulation of gene transcription by Polycomb proteins. Sci Adv. 2015;1(11):e1500737.26665172 10.1126/sciadv.1500737PMC4672759

[55] Loubiere V, Martinez AM, Cavalli G. Cell fate and developmental regulation dynamics by polycomb proteins and 3D genome architecture. BioEssays. 2019;41(3):1800222.10.1002/bies.20180022230793782

[56] Yu H, Gao R, Chen S, Liu X, Wang Q, Cai W, et al. Bmi1 regulates Wnt signaling in hematopoietic stem and progenitor cells. Stem Cell Rev Rep. 2021;17:2304–13.34561772 10.1007/s12015-021-10253-4PMC9097559

[57] Ganapathi M, Boles NC, Charniga C, Lotz S, Campbell M, Temple S, et al. Effect of Bmi1 over-expression on gene expression in adult and embryonic murine neural stem cells. Sci Rep. 2018;8(1):7464.29749381 10.1038/s41598-018-25921-8PMC5945652

[58] Kato Y, Hou L-B, Miyagi S, Nitta E, Aoyama K, Shinoda D, et al. Bmi1 restricts the adipogenic differentiation of bone marrow stromal cells to maintain the integrity of the hematopoietic stem cell niche. Exp Hematol. 2019;76:24–37.31408689 10.1016/j.exphem.2019.07.006

[59] Ghosh K, Chatterjee B, Maheswari U, Athifa M, Kanade SR. 4-nonylphenol-enhanced EZH2 and RNF2 expression, H3K27me3 and H2AK119ub1 marks resulting in silencing of p21(CDKN1A) *in vitro*. Epigenomics. 2019;11(8):899–916.31144530 10.2217/epi-2018-0175

[60] Kumar A, Kondhare KR, Vetal PV, Banerjee AK. Pcg proteins MSI1 and BMI1 function upstream of miR156 to regulate aerial tuber formation in potato. Plant Physiol. 2020;182(1):185–203.31427464 10.1104/pp.19.00416PMC6945842

[61] Ricci B, Millner TO, Pomella N, Zhang X, Guglielmi L, Badodi S, et al. Polycomb-mediated repression of EphrinA5 promotes growth and invasion of glioblastoma. Oncogene. 2020;39(12):2523–38.31988455 10.1038/s41388-020-1161-3PMC7082224

[62] Liu X, Wang C, Liu W, Li J, Li C, Kou X, et al. Distinct features of H3K4me3 and H3K27me3 chromatin domains in pre-implantation embryos. Nature. 2016;537(7621):558–62.27626379 10.1038/nature19362

[63] Lv N, Wang Y, Zhao M, Dong L, Wei H. The role of PAX2 in neurodevelopment and disease. Neuropsychiatr Dis Treat. 2021. 10.2147/NDT.S332747.34908837 10.2147/NDT.S332747PMC8665868

[64] Harshman LA, Brophy PD. PAX2 in human kidney malformations and disease. Pediatr Nephrol. 2012;27:1265–75.22138676 10.1007/s00467-011-2053-0

[65] Burton Q, Cole LK, Mulheisen M, Chang W, Wu DK. The role of Pax2 in mouse inner ear development. Dev Biol. 2004;272(1):161–75.15242798 10.1016/j.ydbio.2004.04.024

[66] Bower MA, Schimmenti LA, Eccles MR: PAX2-related disorder. 2018.20301624

[67] Zhou Y, Wang L, Vaseghi HR, Liu Z, Lu R, Alimohamadi S, et al. Bmi1 is a key epigenetic barrier to direct cardiac reprogramming. Cell Stem Cell. 2016;18(3):382–95.26942853 10.1016/j.stem.2016.02.003PMC4779178

[68] Dressler GR, Patel SR. Epigenetics in kidney development and renal disease. Transl Res. 2015;165(1):166–76.24958601 10.1016/j.trsl.2014.04.007PMC4256142

[69] Feng X, Juan AH, Wang HA, Ko KD, Zare H, Sartorelli V. Polycomb Ezh2 controls the fate of GABAergic neurons in the embryonic cerebellum. Development. 2016;143(11):1971–80.27068104 10.1242/dev.132902PMC4920161

# Supplementary material for: Bmi1 controls auditory sensory epithelial cell proliferation through genome-wide H3K27me3 modifications
**Source:** Epigenetics Chromatin. 2025 Nov 19;18:75. doi: 10.1186/s13072-025-00642-1
**Supplement:** Supplementary file 1 — Additional file 1.

**Supplementary figure legends**.

**
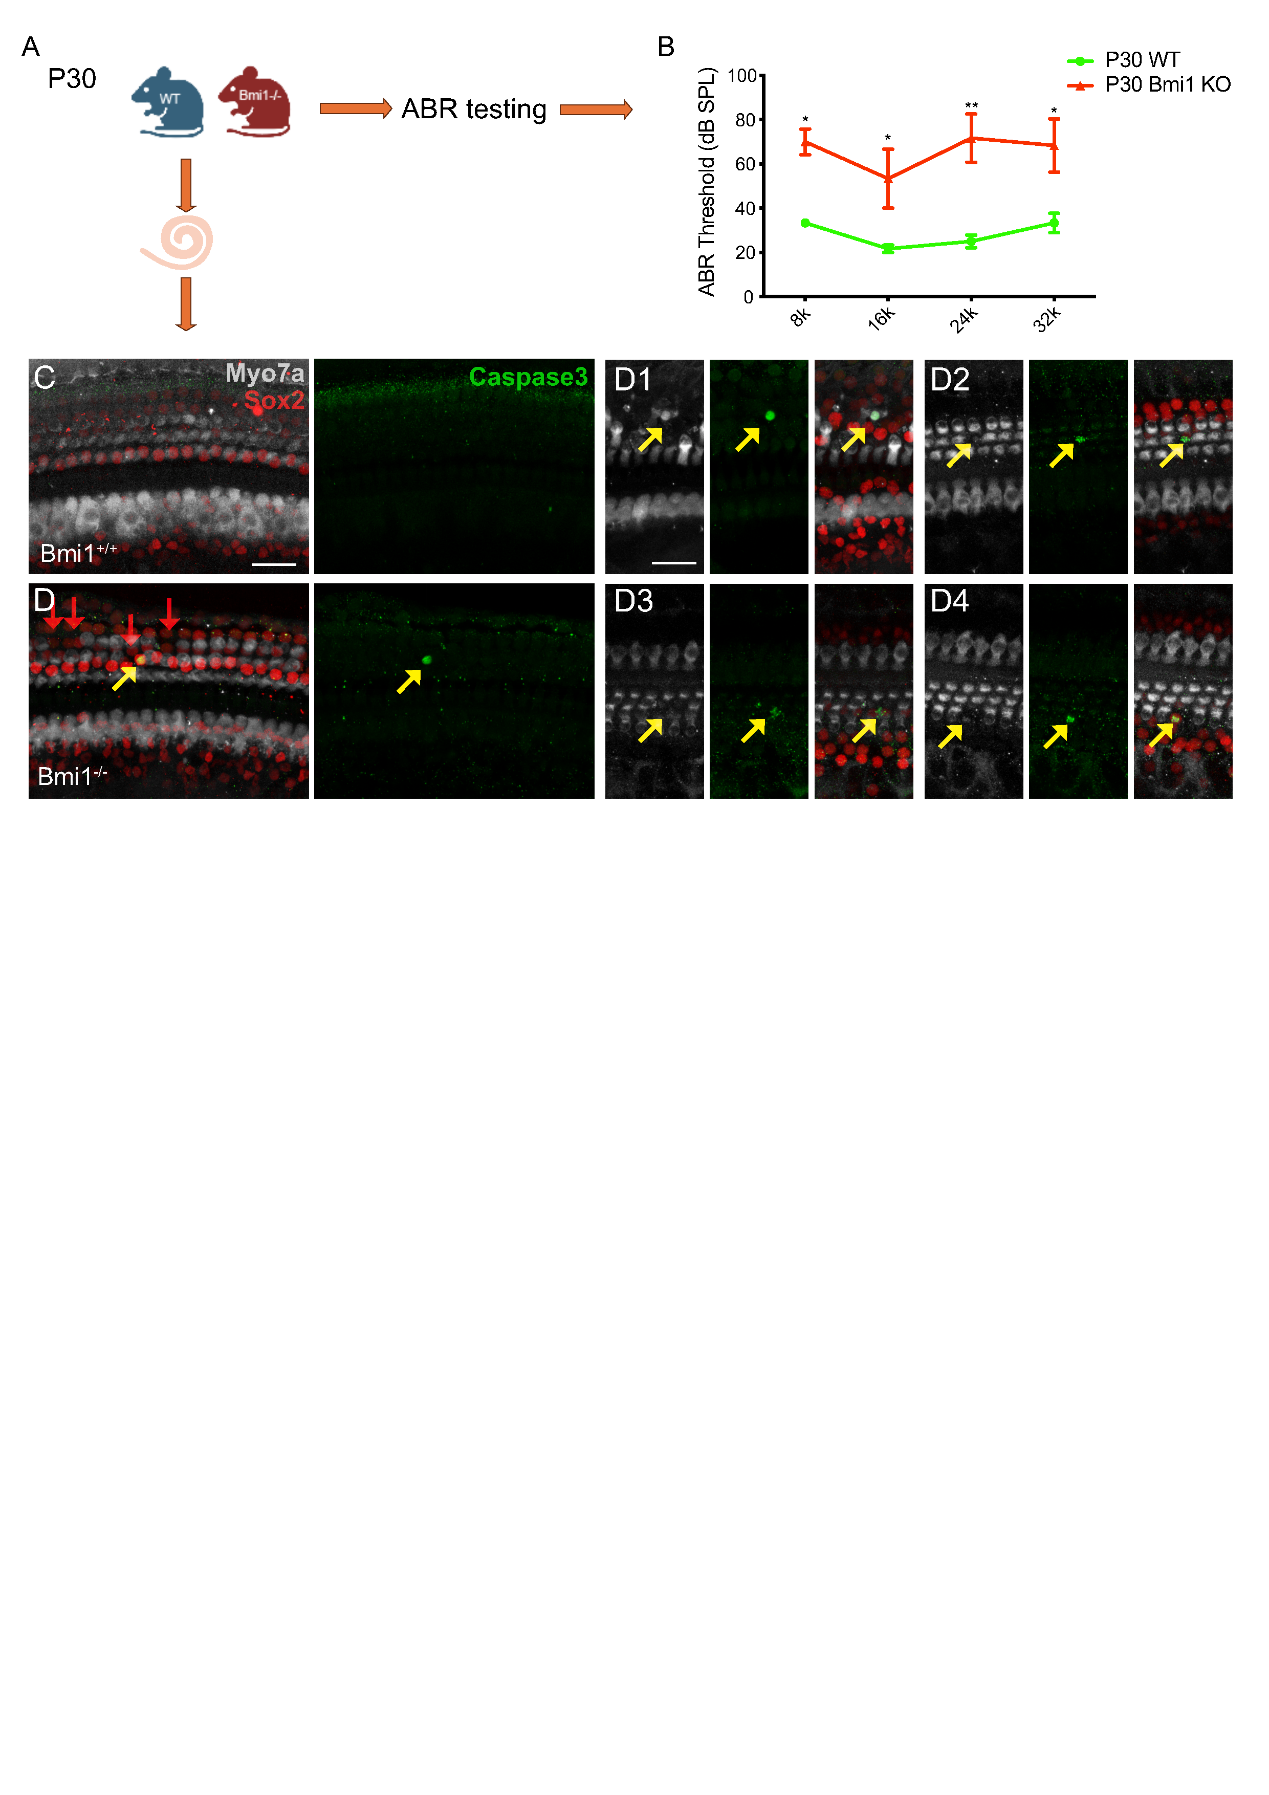
**

**Figure S1: Bmi1 gene knockout caused hearing loss and hair cell apoptosis in mice.** (A) A schematic diagram illustrating auditory brainstem response (ABR) testing in WT and *Bmi1^-/-^* mice at P30, followed by immunohistochemical staining of the inner ear's organ of Corti. (B) The ABR results indicate that the threshold in *Bmi1^-/-^* mice was significantly higher across frequencies of 8, 16, 24, and 32 kHz than that in the WT group. The sound intensity is displayed in decibels sound pressure level (dB SPL). (C) No caspase-3+ hair cell was found in the OC of WT mice. (D, D1-4) Caspase-3+ hair cells were observed in the OC of *Bmi1^-/-^* mice. Red arrows indicate missing hair cells, while yellow arrows denote Caspase-3^+^ cells. Data are presented as Mean ± S.E.M. **p* < 0.05, ***p* < 0.01.

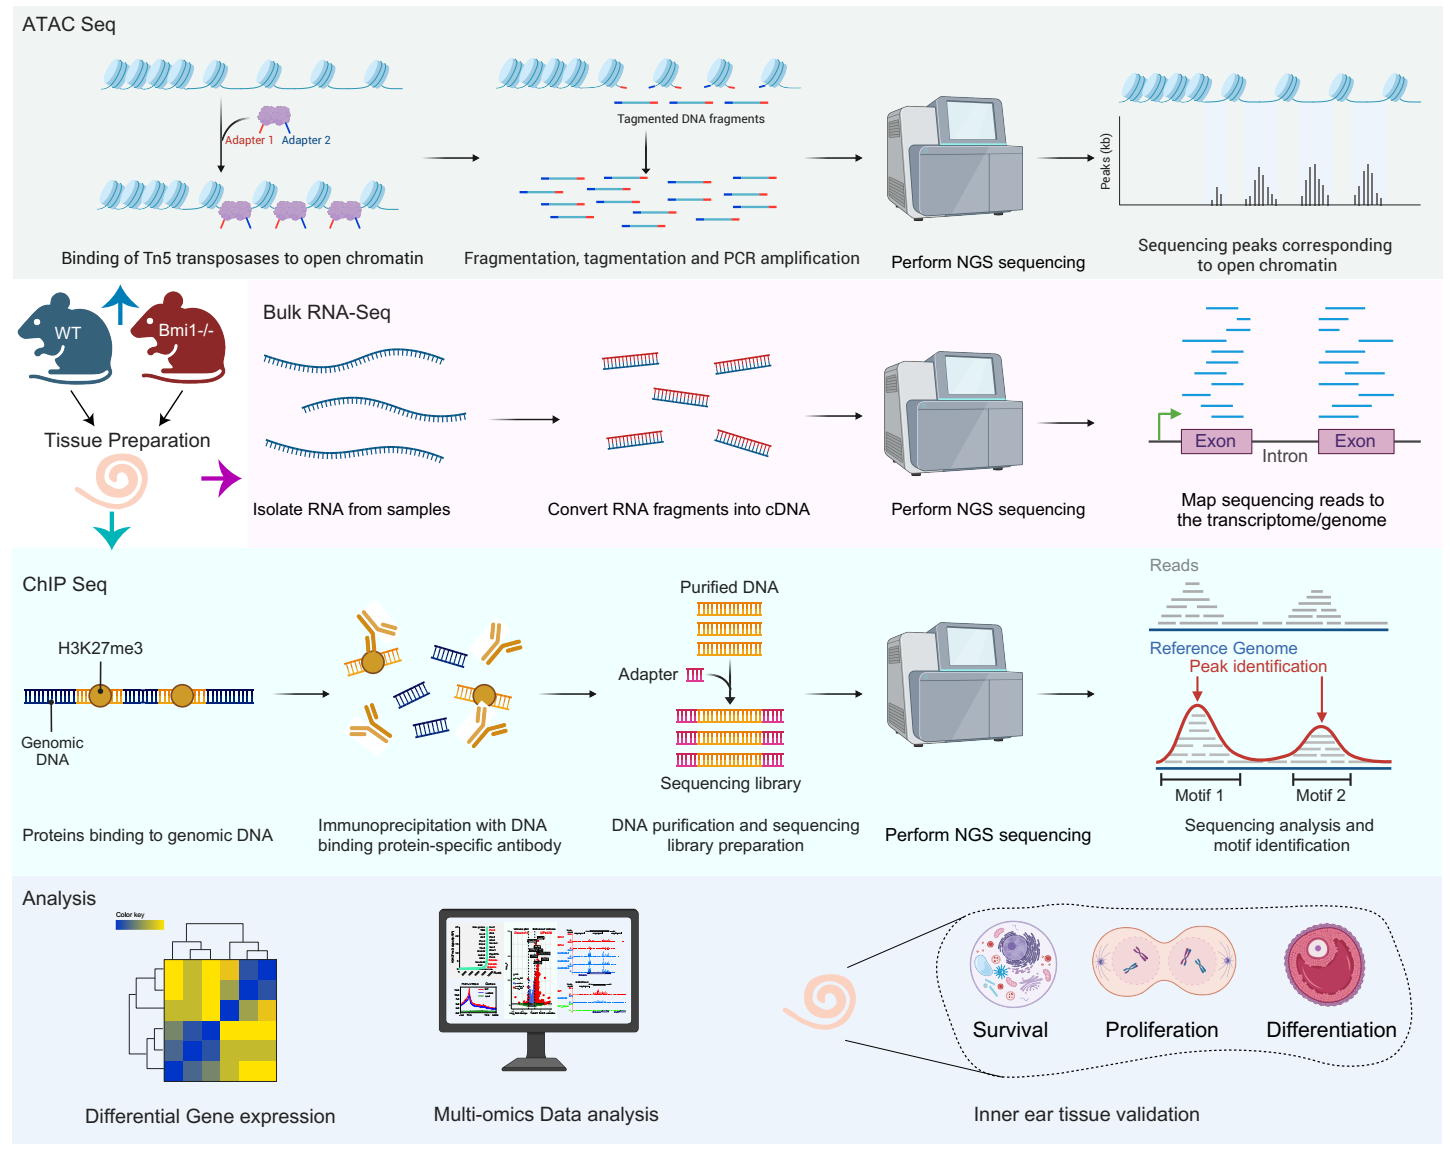

**Figure S2**: A flowchart of RNA-seq, ChIP-seq, and ATAC-seq for sensory epithelial cells of the mouse inner ear.

**Supplementary table 1: Reagent and resource.**

| **REAGENT or RESOURCE** | | **SOURCE** | **IDENTIFIER** |
| --- | --- | --- | --- |
| **Antibodies** | | | |
| Rabbit anti-Myosin VIIa | | Proteus Biosciences | Cat# 25-6790; AB_10015251 |
| Goat anti-Sox2 | | Santa Cruz Biotechnology | Cat# sc-17320; AB_2286684 |
| Mouse anti-p18^INK4C^ | | Santa Cruz Biotechnology | Cat# sc-9965; |
| Mouse anti-Histone H3 (tri methyl K27) | | Abcam | Cat# ab6002; AB_305237; |
| Rabbit anti-Caspase3 | | Abcam | Cat# ab32351; AB_725946; |
| GAPDH Rabbit Antibody (HRP conjugated) | | Abmart | Cat# T40004; AB_2936279; |
| DAPI | | Invitrogen | Cat# D1306; AB_2629482; |
| Alexa Fluor™ Donkey anti-mouse IgG 488 | | Jackson Immuno Research | Cat# 715545150; AB_2340846; |
| Alexa Fluor™ Donkey anti-rabbit IgG 594 | | Jackson Immuno Research | Cat# 711585152; AB_2340621; |
| Alexa Fluor™ Donkey anti-goat IgG 647 | | Jackson Immuno Research | Cat# 705605003; AB_2340436; |
| Goat Anti-Rabbit IgG-HRP | | Abmart | Cat# M21002; AB_2713951; |
| Goat Anti-Mouse IgG- HRP | | Abmart | Cat# M21001; AB_2713950; |
| Click-iT™ EdU Cell Proliferation Kit for Imaging, Alexa Fluor™ 488 dye | | Thermo Fisher Scientific | Cat# C10337 |
| **Deposited data** | | | |
| ChIP sequencing | | Gene Expression Omnibus | GSE279539 |
| transcriptomic sequencing | | Gene Expression Omnibus | GSE279541 |
| ATAC sequencing | | Gene Expression Omnibus | GSE279758 |
| **Experimental models: Organisms/strains** | | | |
| ***Bmi1+/−* mice** | | *van der Lugt et al. Genes Dev. 1994* | [FVB.129P2-*Bmi1^tm1Brn^*/MvlJ](https://www.jax.org/strain/024584), Strain #:024584 |
| **Other** | | | |
| *Cdkn2c Primers* | F: GGGGACCTAGAGCAACTTACT | | R: AAATTGGGATTAGCACCTCTGAG |
| *Bmi1 Primers* | F: AAATCCCCACTTAATGTGTGTCC | | R: CTTGCTGGTCTCCAAGTAACG |
| *Gapdh Primers* | F: AGGTCGGTGTGAACGGATTTG | | R: GGGGTCGTTGATGGCAACA |
| mCdkn2c-siRNA2 siRNA *Primers* | Sense: GCAGGUUAUGAAACUUGGAAATT | | Antisense: UUUCCAAGUUUCAUAACCUGCTT |

**Supplementary table 2:** **Top 25 upregulated genes of RNA-seq by the *p* value with their function**

| **Top genes** | **baseMean** | **log_2_ FoldChange** | **pvalue** | **Function summary (****from NCBI Gene Summary)** |
| --- | --- | --- | --- | --- |
| Spag6 | 226.757748 | 4.0368083 | 9.08E-68 | Predicted to enable microtubule binding activity. |
| Tbx15 | 561.994593 | 4.06559362 | 1.47E-50 | Involved in negative regulation of transcription by RNA polymerase II. |
| Cacng5 | 1123.36253 | 1.28665209 | 9.49E-41 | Predicted to enable channel regulator activity and voltage-gated calcium channel activity. |
| Myh7b | 872.902869 | 2.02424345 | 4.67E-33 | This gene encodes a myosin heavy chain. |
| Trank1 | 677.930525 | 2.27862682 | 8.19E-26 | Is expressed in adrenal cortex; central nervous system; frenulum; lung; and seminiferous cord. Orthologous to human TRANK1 (tetratricopeptide repeat and ankyrin repeat containing 1). |
| Flt3 | 119.182334 | 2.63339933 | 4.23E-24 | Enables several functions, including phosphatidylinositol 3-kinase binding activity; protein tyrosine kinase activity; and ubiquitin protein ligase binding activity. Involved in several processes, including common myeloid progenitor cell proliferation; hemopoiesis; and lymphocyte proliferation. |
| Bhlhe22 | 533.950802 | 1.90647869 | 5.02E-24 | Enables DNA-binding transcription factor activity, RNA polymerase II-specific; chromatin binding activity; and identical protein binding activity. Acts upstream of or within cerebral cortex regionalization; negative regulation of DNA-templated transcription; and neuron differentiation. |
| Thy1 | 2538.35507 | 1.8589904 | 3.48E-21 | This gene encodes a glycoprotein that is anchored to the cell surface of thymocytes, neuronal and other cells through a glycosyl-phosphatidylinositol moiety. |
| Raet1e | 95.4755864 | 2.75424431 | 3.79E-21 | Enables natural killer cell lectin-like receptor binding activity. Acts upstream of or within T cell mediated cytotoxicity. |
| Nefl | 15286.9462 | 1.70062757 | 3.44E-20 | Enables protein-macromolecule adaptor activity. A structural constituent of postsynaptic intermediate filament cytoskeleton. |
| Cnpy1 | 84.9454116 | 4.52685836 | 4.88E-20 | Is expressed in several structures, including brain and olfactory epithelium. |
| Calb2 | 13032.0699 | 1.06477123 | 8.88E-20 | Enables calcium ion binding activity involved in regulation of presynaptic cytosolic calcium ion concentration. Predicted to be involved in regulation of presynaptic cytosolic calcium ion concentration. |
| Rgs7 | 465.72182 | 1.48227249 | 1.14E-19 | Enables GTPase activator activity. Involved in G protein-coupled receptor signaling pathway and regulation of postsynaptic membrane potential. |
| Hoxd8 | 85.6310036 | 2.81258743 | 1.52E-18 | Predicted to enable DNA-binding transcription activator activity, RNA polymerase II-specific and RNA polymerase II transcription regulatory region sequence-specific DNA binding activity. |
| Zic4 | 246.38402 | 2.04725121 | 2.46E-18 | Enables RNA polymerase II transcription regulatory region sequence-specific DNA binding activity. |
| Hcn4 | 1771.35538 | 0.88747552 | 3.77E-18 | Enables intracellularly cAMP-activated cation channel activity. |
| Gria4 | 4552.56421 | 0.71592679 | 2.18E-17 | Glutamate receptors are the predominant excitatory neurotransmitter receptors in the mammalian brain and are activated in a variety of normal neurophysiologic processes. |
| Nap1l5 | 2151.16026 | 1.53513662 | 2.27E-17 | Predicted to be involved in nucleosome assembly. |
| Galnt17 | 2134.01652 | 0.86064508 | 5.76E-17 | Predicted to enable polypeptide N-acetylgalactosaminyltransferase activity. |
| Reln | 893.700837 | 1.15377134 | 1.15E-16 | Enables receptor ligand activity; serine-type peptidase activity; and very-low-density lipoprotein particle receptor binding activity. |
| Cdkn2c | 1190.77961 | 1.28666197 | 1.76E-16 | The protein encoded by this gene is a member of the INK4 family of cyclin-dependent kinase (cdk) inhibitors, and contains five ankyrin repeats. |
| Kcnk9 | 4032.33881 | 1.76649271 | 2.54E-16 | Enables outward rectifier potassium channel activity and protein heterodimerization activity. |
| Sfmbt2 | 672.647347 | 0.98905679 | 4.62E-16 | Predicted to be involved in negative regulation of DNA-templated transcription and negative regulation of gene expression. |
| Hcn2 | 1043.15073 | 1.342742 | 5.18E-16 | Predicted to enable several functions, including PDZ domain binding activity; identical protein binding activity; and monoatomic cation channel activity. |
| Scn1a | 2383.61593 | 1.74310807 | 5.22E-16 | Enables voltage-gated sodium channel activity. |

How the deposited data were processed for this re-analysis (not part of the article)

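The data are ATAC-seq peak lists of the organ of Corti of P2 mice, 1 for WT and 1 for *Bmi1*-/-, each from 1 library of 10 pooled mice. The RNA-seq and H3K27me3 ChIP-seq data of the study were not analysed here. The samples were grouped by the genotype in GEO's labels. The peak names inside the lists carry the prefix of the other genotype, and neither the paper nor the labels resolve this, so the lists are called labelled WT and labelled *Bmi1*-/-.

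The authors trimmed the reads, mapped them with BWA-MEM and called peaks with MACS2 in each library. The paper's text does not name the MACS2 version, its options or the build for ATAC-seq. The deposited fold enrichment is the ratio of the pileup to the local background at the summit, each with a pseudocount of 1. The deposited −log10 p is that of the pileup under a Poisson model with that background, and the −log10 q is adjusted within the library. The deposited score is 10 times the −log10 p and was not used. The remaining columns give positions. Peaks were deposited down to a −log10 p of about 2, so the lists include many peaks with a high q-value.

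No interval was reported on more than 1 line, and peaks on chromosomes 1 to 19, X and Y were kept. Transcripts were taken from GENCODE vM21, and in an alternative from the curated RefSeq annotation of GRCm38. Lists were compared with bedtools 2.31.1, with an overlap of at least 1 bp. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for plots. Peak widths were placed at random 10 times in the genome and 3 times within the same annotation class. A promoter extended 3 kb to each side of a TSS. A gene region was the gene body and 10 kb upstream. Protein-coding genes served as the background for gene lists.

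The Table S2 genes were compared with 10000 random gene lists. Each random gene had the same number of WT peaks and a region length within a factor of 1.5. For 1 of the 25 genes fewer than 20 such genes were left, and any length was allowed. This rule replaced a looser one after both were tested on simulated data and after the first result had been seen. Over 400 simulated lists with no difference, drawn from 15000 simulated genes, the mean percentile was 51.3 with the same number of peaks and 53.4 with the looser rule. A list with 2 more peaks per gene, also from 15000 simulated genes, was at the 100th percentile. Another 400 lists with no difference had a mean percentile of 52.1. Of these, 6% lay outside the 2.5th to 97.5th percentile.

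The pileup and background of each summit were solved from the deposited fold enrichment and −log10 p. Only whole pileups were tried. A pileup that gave back the deposited −log10 p within a small tolerance was found for 100% of the peaks in both lists. Of 1997 simulated peaks with a known pileup, 100% had that pileup recovered exactly. To compare peak numbers at the same background, pileups labelled *Bmi1*-/- were thinned to the WT background in 20 draws. On 40000 simulated sites that were the same in both libraries, with the summit taken at the highest of several positions, thinning gave a ratio of 0.931 at a −log10 p of at least 5, 0.908 at 8 and 0.887 at 10, so that thinned ratios are biased low.

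Motifs were counted as matches to a consensus sequence within 100 bp of a summit, and compared with windows 1 kb away or with windows shuffled with their dinucleotides kept. Of the motifs of Fig. 5G, 1 is not reported here, and it was taken out of the counts, medians and ranks after they had first been computed. Of 4000 simulated windows, 30.3% were found to hold a site after planting and 0.350% before.

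Shares have exact binomial 95% intervals and ratios of counts exact conditional intervals. Differences between shares have a normal approximation. The bounds of enrichments divide the bounds of the exact intervals of both shares, which makes them wide. They cover counting error only, and with 1 library per genotype no test between genotypes was made and no p-value is given. The lists contain no read totals, so the depth is known only as the solved background.

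The alternatives listed in the closing section were set before the data were examined, except the looser match and those named there as chosen afterwards. Among them were stricter thresholds on −log10 q, the same number of peaks from each list, other overlaps, other windows and other backgrounds for motifs. Marker genes of hair cells, supporting cells, neurons, glia, mesenchyme, blood and macrophages, and endothelium, 15 per list, were set at the same time. The genes named in the text are those the paper names for these data, the genes of Table S2, and for each list the 3 genes with the strongest promoter peak without an overlap in the other list. Differential accessibility per gene and the GO and KEGG analyses of Fig. 4E and Fig. 4F need read counts or gene lists that were not used here.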

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

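No test in this part was chosen after its result was seen.

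The names inside the peak lists contradict their labels, which the paper does not discuss. In the list labelled WT, 100% of the peak names carry the prefix of the knockout, and in the list labelled *Bmi1*-/- 100% carry the prefix of the wild type. An exchange of the lists against the groups of Fig. 4B is argued against by the genes that the figure labels. In 7 of 7 distinct comparisons at these genes, the strongest promoter peak was in the list labelled *Bmi1*-/- only or ranked higher there (interval 59.0% to 100%). Of all genes with a promoter peak, 68.6% also ranked higher there, and the interval includes this share. The labelled genes thus do not stand out from all genes, which weakens the argument. The argument concerns which list the paper took as *Bmi1*-/-, not which animals each library came from. Whether the libraries themselves were exchanged cannot be told apart from correct labels with these data. The promoter share was lower in the list labelled *Bmi1*-/- by a difference of -0.854 percentage points, the direction drawn in Fig. 4D, but this difference changed its sign under stricter thresholds. The distal intergenic difference (1.46 percentage points) also had the drawn direction and changed its sign under those thresholds. The intron difference (-0.560) went against Fig. 4D under all alternatives run. At *Bmi1* itself (chromosome 2, 18677018 to 18686629, GRCm38), the gene body overlapped 1 peak labelled WT, from 18677082 to 18677406 at the 40.1st percentile, and 3 peaks labelled *Bmi1*-/-, the strongest from 18677013 to 18677568 at the 92.0th percentile. The paper's text does not give the part of the gene that the mutant allele lacks, so these peaks do not settle the labels. The genotype of each library stays open.

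Most of the 100 strongest peaks lie outside promoters in both lists, which the paper does not discuss. Of these 100, 31 in the list labelled WT and 29 in the list labelled *Bmi1*-/- were at promoters, against 68.6% and 82.8% of the strongest 1000, and the strongest peak of each list, with a −log10 p of 292 and 305, was itself at a promoter. Of the 50 strongest peaks outside promoters labelled WT, 50 had a partner in the other list, and of those labelled *Bmi1*-/- also 50. The strongest outside promoters in both lists is in an intron on chromosome 6, from 103648965 to 103649379 in the list labelled WT, with a −log10 p of 236 and a fold enrichment of 24.8. Sequence shared with mitochondrial DNA is argued against, since 0 of the 50 had mitochondrial sequence words of 31 bases over most of their length. Repeats that the assembly holds in fewer copies than the genome may contribute. The mean repeat-masked share of these peaks was 39.7% in the list labelled *Bmi1*-/- and 41.6% in the list labelled WT, against 20.9% and 19.8% of the other peaks outside promoters. Single peaks depart from this, such as the one on chromosome 11 from 109011566 to 109012186, with 3.06% masked. Copy number in these animals was not measured. The design gives no biological explanation for peaks shared by both genotypes, and none was tested.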

How the results depend on the processing

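The curated RefSeq transcripts and the thinned peak numbers were chosen after the data had been seen. The looser match of gene lists was run first. The match behind the main percentile replaced it after that result had been seen. The other alternatives were set before. No paired analysis was possible because each genotype has 1 library. Where no construction is named, the cause was not tested.

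With a −log10 q of at least 5, the ratio of *Bmi1*-/- to WT peak numbers was 3.36 and that of covered bases 4.48. The share of peaks near a TSS, which is also the promoter share, was 69.3% in WT and 83.8% in *Bmi1*-/-, a difference that reversed to 14.5 percentage points. The distal intergenic share was 18.3% and 9.49%, reversed to -8.81, although the number of such peaks rose from 231 to 403. Overlapped peaks made up 68.8% of the WT and 20.3% of the *Bmi1*-/- peaks. Genes with a promoter peak in WT only fell to 208, and *Cdkn2c* had 0 WT peaks. The Table S2 genes crossed the middle of the random lists to the 5.98th percentile, on 2 peaks, so that fewer peaks limit this value. The median motif enrichment was 0.458 in WT and 0.585 in *Bmi1*-/-, and that of AP-1 in *Bmi1*-/- reversed to 0.756.

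With a −log10 q of at least 10, the ratio of peak numbers was 3.48 and that of covered bases 4.91. The promoter share was 45.1% and 83.0%, reversed to 37.9 percentage points, and the distal intergenic share 33.9% and 10.4%, reversed to -23.5. The number of distal intergenic peaks did not fall, with 100 in WT and 107 in *Bmi1*-/-. Overlap was 82.4% and 23.7%, and 98.6% and 97.5% when the other list was kept in full. Genes with a promoter peak in *Bmi1*-/- only numbered 876 and in WT only 16. The region of *Cdkn2c* with 10 kb upstream had 0 WT peaks and 1 *Bmi1*-/- peak. That peak lies near a TSS of *Faf1*, and the promoter peak of *Cdkn2c* itself, with a −log10 q of 9.49, dropped out. The Table S2 genes were at the 47.1st percentile on 1 peak, and AP-1 in *Bmi1*-/- reversed to 0.50. The median motif enrichment of WT was 0.667.

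With the same number of peaks from each list, the ratio of covered bases was 1.17, the promoter share of *Bmi1*-/- 35.0%, its difference from WT reversed to 1.51 percentage points, the distal intergenic share of *Bmi1*-/- 30.0%, and overlap 21.9% and 20.9%. With the *Bmi1*-/- library thinned to the WT background, the ratio of peak numbers reversed to 0.877 at a −log10 p of at least 5 and was 1.46 at 8 and 1.93 at 10.

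A reciprocal overlap of 50% gave 13.1% and 10.2%, and summits inside the other interval 19.5% and 13.1%. Within 1 kb of a TSS lay 21.4% of the WT and 21.4% of the *Bmi1*-/- peaks, and with protein-coding genes only 26.6% and 25.7%. HOMER's default promoter gave promoter shares of 14.5% and 14.2% (difference -0.310) and distal intergenic shares of 33.0% and 34.4%. Annotation by any base gave promoter shares of 34.2% and 33.3%. RefSeq transcripts gave promoter shares of 20.0% and 19.9% (difference -0.179) and distal intergenic shares of 37.9% and 39.5%. Genes with a promoter peak in *Bmi1*-/- only numbered 2124 with the gene body and 10 kb upstream. With 3 kb upstream, *Cdkn2c* had 1 WT and 2 *Bmi1*-/- peaks.

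Against shuffled windows, the median motif enrichment reversed to 1.26 in WT and 1.44 in *Bmi1*-/-. Sox3 reversed to 1.1 and 1.19, Sox15 and Sox17 to 1.1 and 1.47, Foxa2 to 1.37 and 1.52, Sox10 to 1.29 and 1.41, and AP-1 in *Bmi1*-/- to 0.830. Of 160 other values under alternatives, 59 stayed within their interval, 86 moved and 15, all given above, reversed. The excess of *Bmi1*-/- peaks kept its direction under the stricter thresholds on −log10 q, and the promoter difference reversed under each alternative that changed the set of peaks. With HOMER's default promoter (interval -0.638 to 0.018) and RefSeq transcripts (-0.553 to 0.196) its interval included 0.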

Differences from the paper's values

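The RefSeq transcripts were chosen after seeing the values. A gap is called closed where 1 value is at most 1.5 times the other or where the interval includes the paper's value, so a closed gap need not be an equal value.

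The paper's share of peaks in exons, read by eye, is about 5.6% for *Bmi1*-/- and about 5.4% for WT in Fig. 4D, and the values here were 2.54% and 2.58%. Of the alternatives set before the data were examined, HOMER's default promoter (6.51% and 6.59%) and annotation by any base of the peak (3.84% and 3.89%, still below the paper's values) closed the gap in this sense, and the stricter thresholds and the same number of peaks from each list did not. With RefSeq transcripts, chosen after seeing the values, the WT share was 3.77%, which closes the gap, and the *Bmi1*-/- share was 3.52%, which does not. HOMER's default promoter opened another gap, since the promoter share was then 14.2% and 14.5%, against the paper's about 25% for *Bmi1*-/- and about 29% for WT in Fig. 4D, read by eye.

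The paper's share of *Bmi1*-/- peaks in the 3′ UTR is about 2.2% in Fig. 4D, read by eye, and the value here was 1.40%. HOMER's default promoter (2.03%) and annotation by any base (1.88%) closed the gap, and the other alternatives set before the data were examined did not.

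The paper's share of peaks in the 5′ UTR is about 0.2% for *Bmi1*-/- and about 0.2% for WT in Fig. 4D, read by eye, and the values here were 0.0388% and 0.0387%. Annotation by any base (0.140% and 0.153%) closed the gap. At the strictest threshold no 5′ UTR peak was left, and the intervals, up to 0.359% and 1.24%, include the paper's value, as does that of WT at a −log10 q of at least 5, up to 0.292%. The *Bmi1*-/- share at a −log10 q of at least 5 (0.0236%), the same number of peaks from each list (0.0322% and 0.0387%) and HOMER's default promoter (0.762% and 0.646%) did not close it.

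Fig. 4D draws a higher share of intron peaks for *Bmi1*-/- than for WT. Here the difference was -0.560 percentage points, and it was below 0 under all alternatives run, from -13.0 to -0.551. The paper states that very few genes lost ATAC signal. Here 1338 genes had a promoter peak in the list labelled WT only, which counts called peaks and not differential signal. Under the alternatives this number ranged from 16, at a −log10 q of at least 10, to 1784 with the same number of peaks from each list. Fig. 5G lists Sox3 first in both groups. By consensus counts over flanks, EBF1 ranked first of 10 in both lists and Sox3 ranked 7 in both, with ratios of 0.824 and 0.843. These ranks order ratios of exact consensus matches, among motifs that include the references CTCF and AP-1. The paper's text does not state the measure that orders Fig. 5G, so both orders may rest on unlike measures. Against shuffled windows, an alternative set before the data were examined, the Sox3 ratios were 1.1 and 1.19. EBF1 was not first there, with 1.26 in WT and 1.29 in *Bmi1*-/-, against 1.66 and 1.73 for Sox4.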

Other observations

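The tests of signal-to-noise, of the pseudoautosomal region and of the missing CTCF enrichment were chosen only after the result was seen, as was the share of weak peaks that depth was required to reach for the total number. The thinning was chosen after the peak lists had been seen, with its prediction written before its own result. It was first judged at a −log10 p of at least 5 only, by which depth accounted for the excess, and the judgements at 8 and 10 were added after all 3 values had been seen. The rule for the neuron markers was also changed afterwards, and the first rule had counted against more neurons.

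More peaks were called in the list labelled *Bmi1*-/- than in the list labelled WT. A deeper *Bmi1*-/- library may account for it, since its solved background was 1.27 times that of WT, close to the ratio of peak numbers of 1.29. The *Bmi1*-/- peaks without a WT overlap were spread over all strengths, with 54.6% in the weaker part of the list, so depth and genotype cannot be told apart for the total number.

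Among strong peaks, depth was tested by thinning the *Bmi1*-/- library to the WT background. The ratio of all peaks was 0.877 (0.860 to 0.895) at a −log10 p of at least 5. No excess was left there in total, also against the 0.931 of simulated equal sites. At promoters the ratio at 5 was 1.06, and elsewhere it was 0.731. Depth alone and depth with an effect of genotype cannot be told apart at 5, because the size of the bias of thinning is known from simulation only. At 8 the ratio of all peaks was 1.46 (1.39 to 1.54), above equal numbers and above the 0.908 of simulated equal sites. It does not pass the 1.5 times that had been set beforehand as the mark against depth. At 10 it was 1.93 (1.78 to 2.10), which passes that mark and argues against depth as the whole cause. Before thinning the ratios were 2.35 at 8 and 3.15 at 10, so thinning removed part of the excess. The excess left at 10 sat at promoters, with a ratio of 2.40 there and 0.914 elsewhere. A better signal-to-noise of that library, whatever its genotype, could give the same picture. Among the 5000 strongest peaks of each list, the promoter share was 20.6 percentage points higher in the list labelled *Bmi1*-/-, which both a better library and more open promoters would give, so these cannot be told apart with 1 library each. A difference between genotypes stays open and was not tested.

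The mutant allele was made in another strain, so DNA around *Bmi1* could differ between the genotypes. Among 5 Mb windows ordered by the share of peaks in 1 list only, the window with *Bmi1* (chromosome 2, 15000001 to 20000000) ranked 402 of 472 in the list labelled *Bmi1*-/-, with 77.8%, and 430 of 436 in the list labelled WT, with 60.2%, against medians of 82.2% and 75.3%. The share of peaks in 1 list only was thus not raised around *Bmi1* in either list. Strain differences cannot be ruled out by these ranks. The *Bmi1*-/- share lies within the spread of the other windows, and the peak numbers of this window differ between the lists. The same window held 158 *Bmi1*-/- and 88 WT peaks, a ratio of 1.80 (1.37 to 2.36) that ranked 12 of 436 windows. This excess was noticed afterwards, and no explanation for it was tested.

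Peaks at marker genes were compared to look for a difference in cell composition. Of the *Bmi1*-/- peaks at neuron markers, 85.9% (interval 77.0% to 92.3%) had no WT overlap. The shares were 82.7% at hair cell, 69.2% at supporting cell, 72.5% at glia, 70.5% at mesenchyme, 73.7% at blood and macrophage and 88.5% at endothelium markers. More neurons in the *Bmi1*-/- pool cannot be told apart from an equal composition, because the interval covers the shares at hair cell and endothelium markers. It lies above the shares of the other 4 lists, whose own intervals reach into it. How many of these genes the organ of Corti expresses was not measured here.

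The Y chromosome held 17 WT and 24 *Bmi1*-/- peaks, a ratio of 1.41 (0.727 to 2.8), and X a ratio of 1.49 (1.32 to 1.67), against 1.16 to 1.54 on single autosomes. A different mix of sexes in the pools cannot be told apart from an equal mix, because the peaks on Y are too few.

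The ratio of *Bmi1*-/- to WT peaks ranged over the autosomes from 1.16 on chromosome 17 to 1.54 on chromosome 3, with a Pearson correlation of -0.537 and a Spearman correlation of -0.30 with their GC content. A GC bias of the libraries was tested on peaks without a partner, whose median GC content was 51.7% in WT and 52.2% in *Bmi1*-/-, a difference of 0.498 points. A bias of the *Bmi1*-/- library against GC-rich DNA would give the opposite sign, but the difference is small, and a GC bias cannot be told apart from other differences between the libraries.

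Chromosome X held 0.628% of the WT and 0.721% of the *Bmi1*-/- peaks although it makes up 6.18% of the genome. A single copy of X in males would lower its coverage, so that weak peaks miss the threshold. The X share of the strongest 10% of the *Bmi1*-/- peaks was 1.12% (interval 0.919% to 1.34%) against 0.617% (0.474% to 0.791%) in the weakest 10%, but in WT the shares were 0.889% (0.693% to 1.12%) and 0.735% (0.557% to 0.951%), so this explanation cannot be told apart from others. The peaks on X crowd at its distal end. From the start of *Mid1*, at 169685199, to the end of X there were 42.6 WT and 58.3 *Bmi1*-/- peaks per Mb, against 2.87 and 4.28 on the rest of X and 32.2 and 41.6 on autosomes. These values are in line with the pseudoautosomal region, which X and Y share, as a candidate explanation. The 19 WT and 26 *Bmi1*-/- peaks there include the strongest *Bmi1*-/- promoter peak of *Mid1*, a gene of Fig. 4B.

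The CTCF consensus, a reference motif set beforehand, was not enriched at summits over flanks, with 1.03 in WT and 1.15 in *Bmi1*-/- and intervals that include 1. Under alternatives set before the data were examined, the *Bmi1*-/- list departed from this, with 1.46 (1.07 to 1.99) within 50 bp of the summit and 1.42 (1.08 to 1.89) against shuffled windows, while the WT intervals, 0.839 to 1.85 and 0.758 to 1.45, include 1. An error in coordinates, build or sequence windows is argued against by the ETS consensus, which was enriched 8.55 times at promoter peaks shared by both lists in *Bmi1*-/- and 7.42 times in WT. Peaks called purely by chance outside promoters are argued against by their overlap, since 11.7% of the *Bmi1*-/- and 15.4% of the WT peaks outside promoters had a partner, against 1.59% and 2.19% for the same peaks placed at random in the same class. Most of them nevertheless had none, and why CTCF was weakly enriched or not enriched stays open.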
